# p52 expression enhances lung cancer progression

**DOI:** 10.1038/s41598-018-24488-8

**Published:** 2018-04-17

**Authors:** Jamie A. Saxon, Hui Yu, Vasiliy V. Polosukhin, Georgios T. Stathopoulos, Linda A. Gleaves, Allyson G. McLoed, Pierre P. Massion, Fiona E. Yull, Zhongming Zhao, Timothy S. Blackwell

## Abstract

While many studies have demonstrated that canonical NF-κB signaling is a central pathway in lung tumorigenesis, the role of non-canonical NF-κB signaling in lung cancer remains undefined. We observed frequent nuclear accumulation of the non-canonical NF-κB component p100/p52 in human lung adenocarcinoma. To investigate the impact of non-canonical NF-κB signaling on lung carcinogenesis, we employed transgenic mice with doxycycline-inducible expression of p52 in airway epithelial cells. p52 over-expression led to increased tumor number and progression after injection of the carcinogen urethane. Gene expression analysis of lungs from transgenic mice combined with *in vitro* studies suggested that p52 promotes proliferation of lung epithelial cells through regulation of cell cycle-associated genes. Using gene expression and patient information from The Cancer Genome Atlas (TCGA) database, we found that expression of p52-associated genes was increased in lung adenocarcinomas and correlated with reduced survival, even in early stage disease. Analysis of p52-associated gene expression in additional human lung adenocarcinoma datasets corroborated these findings. Together, these studies implicate the non-canonical NF-κB component p52 in lung carcinogenesis and suggest modulation of p52 activity and/or downstream mediators as new therapeutic targets.

## Introduction

Lung cancer is the leading cause of cancer-related death in the U.S, with an estimated 224,390 new lung cancer diagnoses in 2016 and a 5-year survival rate of less than 20 percent^1^. In addition to emphasizing the need for better understanding of tumor biology and development of new therapeutic approaches, available epidemiological data suggest that identification of biomarkers for improved outcome prediction beyond the current staging system would be valuable for guiding appropriate use of available treatment strategies.

Numerous studies have demonstrated the critical role of epithelial NF-κB signaling in lung cancer^2–4^. The NF-κB transcription factor family contains 5 members (p65/RelA, p52, p50, RelB, and c-Rel) and can be activated through either canonical or non-canonical signaling pathways. Canonical pathway activation occurs when inhibitory IκBs are phosphorylated, releasing p65/p50 heterodimers to translocate into the nucleus. Non-canonical NF-κB signaling is defined by nuclear accumulation of p52, which hinges on proteolytic processing of p100 removing an inhibitory C-terminal domain and resulting in p52 activation. p52 is then able to enter the nucleus, typically as a heterodimer bound to RelB. Although components of both the canonical and non-canonical NF-κB signaling pathways are activated in a number of malignancies, including lung cancer^5–7^, studies of NF-κB in cancer have mainly focused on canonical pathway signaling, leaving the non-canonical pathway largely uninvestigated.

The majority of knowledge regarding *in vivo* functions of p100/p52 relate to its role in lymphoid development and hematopoietic disease. Mice with global knockout of the *Nfkb2* gene, which encodes p100, demonstrate defective dendritic cell function, B-cell maturation, T-cell responses, and secondary lymphoid organ development^8,9^, presumably due to the role of p52 in regulating expression of chemokine genes important for normal lymphoid organogenesis^10^. In several hematopoietic malignancies, including multiple myeloma, chronic lymphocytic leukemia, and B- and T-cell cutaneous lymphomas, chromosomal translocations in the *Nfkb2* gene have been identified that truncate the C-terminus, thus removing the inhibitory domain^11–13^. These truncated proteins localize in the nucleus, leading to constitutively active p52^11^. Knock-in mice that express truncated *Nfkb2* develop enlarged lymph nodes and hyperactive T cell responses, providing some insight into the function of activated p52 in hematopoietic diseases^14^. However, these mice die prematurely due to significant gastric hyperplasia, hinting that dysregulated p52 activation could also play a role in epithelial-based disorders.

Increased activation of p52 has been observed in lung^6^, breast^15^, prostate^16,17^, and pancreatic cancers^18^; however, studies on the effects of p52 activation in cancers of epithelial origin have been limited due to lack of appropriate *in vivo* models. Here, we use a transgenic mouse model with inducible expression of p52 in the airway epithelium (designated CCSP-p52) to investigate a potential role for p52 in lung tumorigenesis. Together, these studies define a role for p52 in lung tumorigenesis and identify a p52-associated gene network that is highly correlated with patient prognosis.

## Results

### p100/p52 expression is common in human lung adenocarcinoma

To examine the distribution of p100/p52 expression in human lung adenocarcinoma, we performed p100/p52 immunostaining on a lung adenocarcinoma tissue microarray (TMA) (Fig. 1A, Table 1). We observed p100/p52 expression in all lung adenocarcinomas tested (34/34) (Fig. 1B). Multiple samples from each tumor were present on the array, and each sample was scored on a 0 to 4 point scale based on the intensity and the localization of p100/p52 staining. We calculated an average p100/p52 expression score for each tumor and found that 47% (16/34) of tumors had mean scores > 2, indicating substantial nuclear staining for p52. In contrast, minimal p100/p52 expression was observed in normal lung parenchyma (Fig. 1A). Together, these observations suggest that p100/p52 expression and p52 activation are common in lung adenocarcinomas.

**Figure 1:**
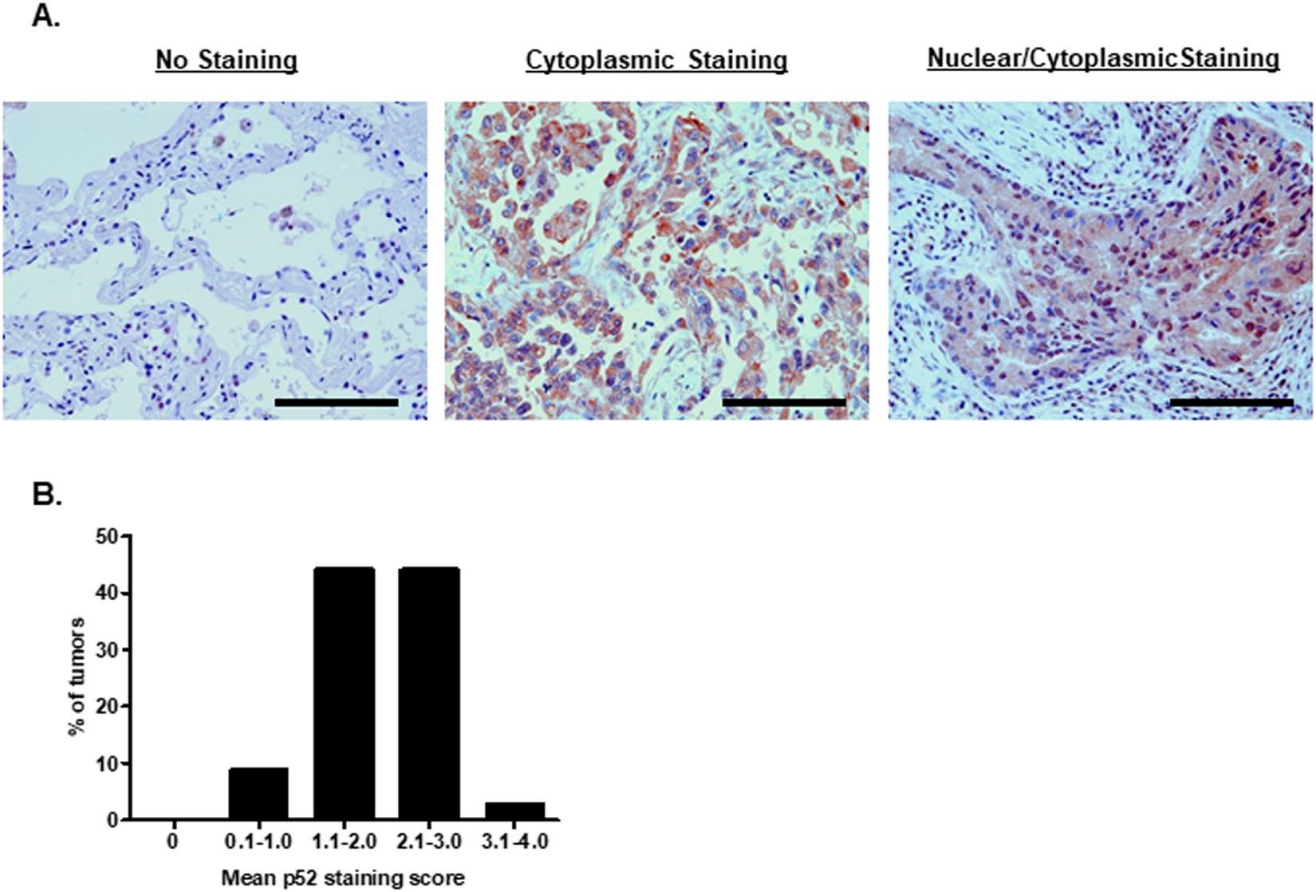
p100/p52 expression is present in human lung adenocarcinomas. (**A**) Representative images of p100/p52 immunostaining of lung adenocarcinoma and normal lung tissue (40x magnification; scale bar = 100 µm). (**B**) Distribution of p100/p52 immunostaining on a tumor tissue microarray (TMA) from 106 human lung adenocarcinoma samples obtained from 34 patients. Tumor spots were scored as follows: 0 = no staining; 1 = diffuse cytoplasmic staining, no nuclear staining; 2 = dark granular cytoplasmic staining, no nuclear; 3 = nuclear staining in <25% of tumor cells; 4 = nuclear staining in >25% of tumor cells. Each tumor had at least two spots on the TMA, and the mean score was calculated for each tumor based on the individual score for each spot.

**Table 1:** Clinicopathological characteristics of patient samples.

Factor	n	Mean ± SE
Age (years)		
≤60	12	54.41 ± 1.31
>60	21	67.95 ± 0.99
Unknown	1	
Ever Smoker		
Yes	32	
No	1	
Unknown	1	
Pack Years		
≤50	16	34.99 ± 2.33
>50	15	109.95 ± 11.90
Unknown	1	
Stage at Diagnosis		
Stage I (A and B)	22	
Stage II (A and B)	5	
Stage III (A and B)	5	
Unknown	2	

### CCSP-p52 mice develop an increased tumor burden and more advanced lesions

In order to investigate the effect of p52 expression during lung tumorigenesis, we employed CCSP-p52 mice, which inducibly express FLAG-tagged murine p52 in Clara cell secretory protein (CCSP)-positive epithelial cells^19^. These mice exhibit normal lung histology after p52 over-expression^19^. To induce tumors in CCSP-p52 mice, we used the lung carcinogen urethane (ethyl carbamate), which causes tumors primarily through *Kras* mutations^20^ and, in FVB background mice, induces a mild inflammatory response^2^. We first examined the effects of p52 over-expression on urethane-induced inflammation and atypical adenomatous hyperplasia (AAH) formation. For these experiments, CCSP-p52 and wild-type (WT) mice were treated with dox for one week followed by a single intraperitoneal (IP) injection of urethane (1 g/kg) and remained on dox until euthanized. Total inflammatory cells in bronchoalveolar lavage (BAL) were counted at 10 days, 21 days (3 weeks), and 42 days (6 weeks) after urethane injection. No differences were observed between CCSP-p52 and WT mice at any time point (Supplementary Fig. S1A). In addition, no differences in AAH lesion numbers were detected at 6 weeks post-urethane (Supplementary Fig. S1B).

To investigate later stages of tumor formation, CCSP-p52 and WT mice were treated with dox for one week followed by 4 weekly IP urethane injections. Mice remained on dox treatment until sacrifice 6 months after the first urethane injection. Lung tumor dimensions were measured, and lung tumors enumerated on lung sections, revealing a significant increase in tumor number and tumor size in CCSP-p52 lungs compared to WT (Fig. 2A and B). We further analyzed these tumors by histology, classifying tumors as adenomas, minimally invasive adenocarcinomas (MIAs), or adenocarcinomas. Compared to WT mice, CCSP-p52 mice had an increased proportion of advanced lesions (MIAs and adenocarcinomas, Χ^2^ p < 0.0001) (Fig. 2C and D). In comparison, long-term p52 expression alone resulted in sustained p52 expression but no evidence of inflammation or tumor formation (Supplementary Fig. S2). Taken together, these studies demonstrate that p52 expression augments lung tumor formation and contributes to enhanced tumor progression.

**Figure 2:**
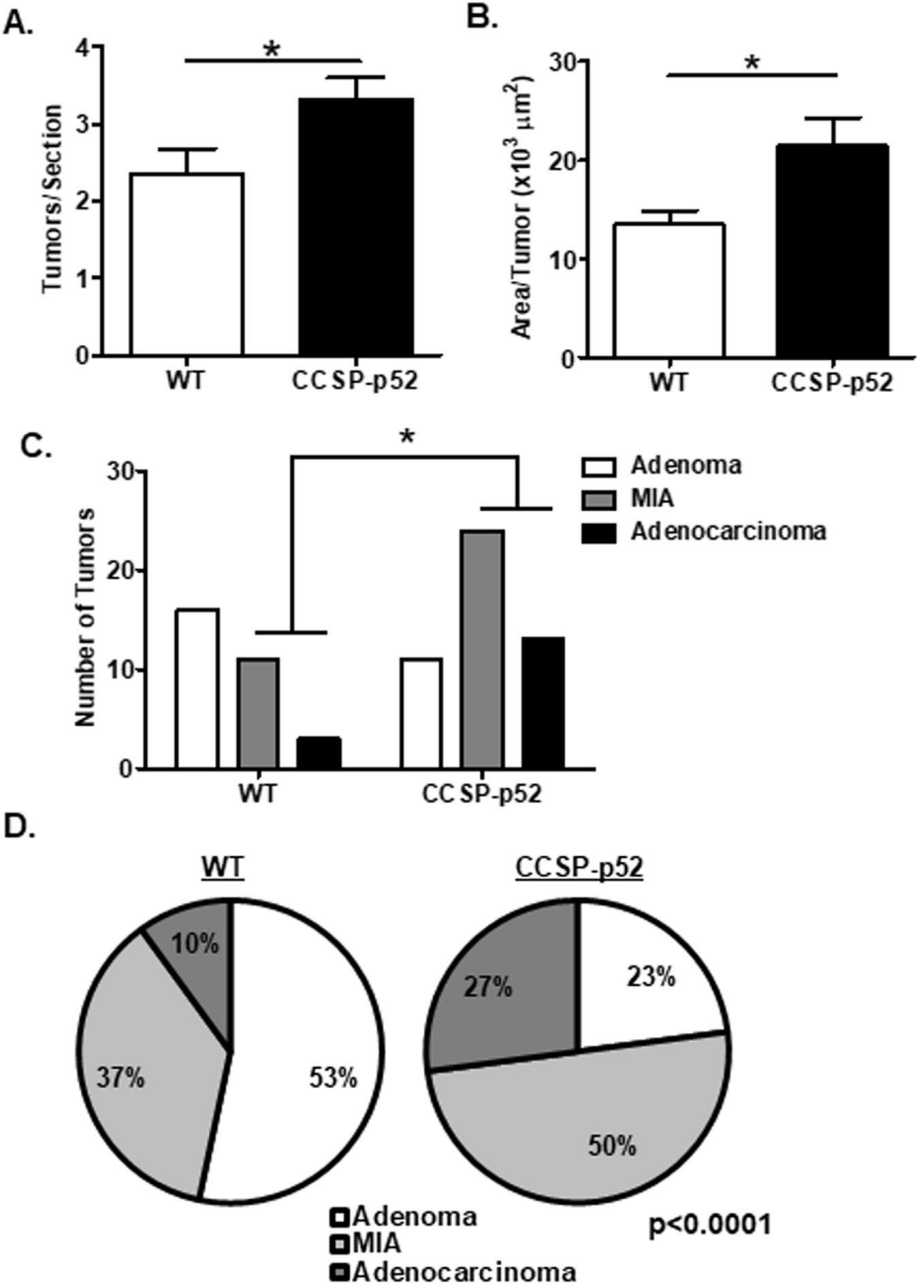
p52 over-expression results in increased tumor number, size, and progression. (**A**) Average tumor number per lung section and (**B**) average tumor area from WT and CCSP-p52 mice 6 months after urethane injection (3 sections/mouse; n = 13–14 mice/group; *p < 0.05 compared to WT mice.). (**C**) Number and (**D**) proportion of lung tumors classified as adenomas, minimally invasive adenocarcinomas (MIA), or adenocarcinomas (n = 13–14 mice/group; *Χ^2^ p < 0.0001 for comparing total number of advanced lesions [MIAs and adenocarcinomas] between CCSP-p52 and WT mice).

### p52 expression enhances proliferation through regulation of cell cycle genes

To understand the mechanism by which p52 expression augments tumorigenesis, we performed microarray gene expression analysis using mRNA isolated from lungs of CCSP-p52 and WT mice on dox for 1 week. 

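Nfkb2, the gene for p100 and its processed form p52, was higher at the study's cut-off in CCSP-p52 lungs than in WT lungs on dox alone. Its log2 value was 9.51 and 9.58 in the 2 WT dox pools and 10.20 and 10.33 in the 2 CCSP-p52 dox pools, a logFC of 0.72 (standard error 0.23, 1.65-fold, n = 2 pools per group). After LPS it was 10.83 and 10.56 in the WT pools and 11.28 and 10.53 in the CCSP-p52 pools, a logFC of 0.21 (standard error 0.23). Over all 8 arrays, with LPS as a second factor, the logFC of Nfkb2 was 0.47 (standard error 0.18, 1.38-fold). LPS itself raised Nfkb2 by a logFC of 0.89 (standard error 0.18, adjusted p = 0.0062 from limma). The p52 difference on dox alone did not pass adjustment over all genes (adjusted p = 1.00 from limma), and both CCSP-p52 pools lay above both WT pools, where an exact permutation test of 2 pools against 2 cannot give a p below 0.33. It did not pass the cut-off without WT dox pool 1 (logFC 0.69), WT dox pool 2 (0.75) or CCSP-p52 dox pool 2 (0.65), and was at 0.79 without CCSP-p52 dox pool 1. Such a fit leaves 1 pool in a group and has a larger standard error at equal spread, so a loss there need not mean a smaller difference. Gapdh, the reference gene of the study's PCR, had a logFC of 0.11 (standard error 0.10) on dox alone. Which part of Nfkb2 the probes read, and whether they also read the transgene's transcript, is not given in the sources used here.

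The arrays read whole lung RNA of FVB mice in 4 conditions: both genotypes, WT and CCSP-p52, given dox at 2 g/L in drinking water for 1 week, each without LPS or 48 hours after LPS was given into the trachea. CCSP-p52 mice carry a dox-inducible p52 transgene driven in airway epithelium by the promoter of club cell secretory protein, and LPS is a bacterial cell wall component that inflames the lung. Each array held the pooled RNA of 3 mice, so that a condition had 2 pools and 6 mice. The mice were 8 to 12 weeks old by the sample labels, which describe both sexes as evenly mixed. The replicate error given throughout is therefore that between pools, in which the differences between single mice are averaged.

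The authors normalized the Affymetrix Mouse Gene 1.0 ST arrays with the Robust Multichip Average in the R package oligo, which corrects the background, equalizes the distributions of the arrays and summarizes each probe set as a log2 value. The medians of the 8 arrays were between 7.48 and 7.54. The correlation between the 2 pools of a condition was 0.996 for WT dox, 0.996 for CCSP-p52 dox, 0.985 for WT LPS and 0.980 for CCSP-p52 LPS. Of 35556 probe sets, the 21218 with 1 gene symbol, for 18820 genes, were tested with limma, 12457 without a symbol and 1881 with several were not, and among the genes not analysed here are Nfkb1, Ccne2, Ube2c and Trp53. The main comparison was the additive model of the study, with p52 and LPS as factors over all 8 arrays. A 4-group model with 1 shared spread gave the p52 effect without LPS, the comparison on dox alone, and with LPS. A gene is called higher or lower at the study's cut-off here at a logFC of at least 0.41 in size and an unadjusted p of at most 0.05. The number of arrays limits the precision: the median standard error was 0.095 in the additive model and 0.129 for lungs without LPS.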

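In the additive model, 49 genes were higher and 9 were lower in CCSP-p52 lungs at the study's cut-off, and 470 had an unadjusted p under 0.05. The 470 are fewer than a share of 0.05 of the 18820 genes, which chance alone would give. Nup62cl, a relative of the nuclear pore gene Nup62, had the largest difference among the higher genes, a logFC of 1.22 (standard error 0.09, 2.33-fold, n = 4 pools per genotype), with 1.19 in lungs without LPS and 1.26 in lungs with LPS. It was the only gene that passed adjustment over all genes (adjusted p = 0.021 from limma). Next came Nnat, an imprinted proteolipid gene, at 0.96 (standard error 0.26), Hhip, which encodes a hedgehog-binding protein, at 0.89 (0.28), and Gpx2, a glutathione peroxidase of epithelia, at 0.87 (0.20). The chloride channel gene Cftr was higher by a logFC of 0.75 (standard error 0.16), the TNF family ligand Tnfsf9 by 0.66 (0.21) and the ribonuclease gene Rnase2a by 0.66 (0.18). These 6 stayed at the cut-off with each array left out in turn. Mettl21e (logFC 0.80) did not without WT dox pool 2 (0.77) or CCSP-p52 dox pool 2 (0.74), and was at 0.49 without CCSP-p52 LPS pool 2. Fam171b (logFC 0.79) did not without WT LPS pool 2 (0.53) or CCSP-p52 LPS pool 2 (0.52). Hif3a, also among the higher genes, was lost without WT dox pool 1 (0.65), CCSP-p52 dox pool 2 (0.52) or WT LPS pool 1 (0.50). It was also lost without WT LPS pool 2 (0.71) or CCSP-p52 LPS pool 2 (0.41), and with array weights (0.21).

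Among the 9 lower genes, Znrf3, a ubiquitin ligase that removes Wnt receptors, had a logFC of -0.51 (standard error 0.13) and stayed at the cut-off with each array left out. The airway secretory gene Bpifa1 was at -1.90 (standard error 0.79) and the IgE receptor gene Fcer2a at -0.88 (0.35). Of the 8 fits with 1 array left out, Bpifa1 passed only in those without WT LPS pool 1 or CCSP-p52 LPS pool 2. It was at -1.35 without WT dox pool 1, and did not pass with pool number as a replicate block (-1.90, unadjusted p = 0.056). Fcer2a did not pass without WT dox pool 1 (-0.77), CCSP-p52 dox pool 2 (-0.70), WT LPS pool 1 (-0.71) or CCSP-p52 LPS pool 2 (-0.60). The muscle genes Nppa (-0.75) and Sln (-0.51), and Pck1 (-0.45) and Plin1 (-0.41), both active in fat, did not pass without WT LPS pool 2, where they were at -0.37, -0.29, -0.23 and -0.26. Of the fits with 1 array left out, Nppa passed only in that without WT LPS pool 1, and was at -0.85 to -0.70 without each of the other 6 arrays. Sln and Pck1 were also lost without WT dox pool 2 (-0.53 and -0.50), CCSP-p52 dox pool 1 (-0.52 and -0.49), CCSP-p52 LPS pool 1 (-0.40 for both) or CCSP-p52 LPS pool 2 (-0.49 and -0.39). Plin1 was also lost without CCSP-p52 LPS pool 2 (-0.31). Krt86, another lower gene, was lost without CCSP-p52 dox pool 1 (-0.39), WT LPS pool 1 (-0.34), WT LPS pool 2 (-0.39) or CCSP-p52 LPS pool 2 (-0.31). WT LPS pool 2 also held transcripts of striated muscle and squamous epithelium above the highest other array, by 3.24 for Acta1, 4.93 for Krt5 and 5.25 for Krt13 on the log2 scale. Genes of cardiac and pulmonary vein muscle and of fat were on balance also lower without LPS, where that pool has no part in the difference. There the median was -0.35 for cardiac and pulmonary vein muscle genes and -0.11 for adipose tissue genes. With single arrays left out these medians ranged from -0.58 to -0.089 and from -0.29 to -0.067. Skeletal muscle genes were not lower without LPS, with a median of 0.043 and 8 of 12 positive. With single arrays left out that median was 0.024 to 0.21.

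The Nup62cl call ended when any 1 of 6 of the 8 arrays was left out, with a logFC of 1.14 to 1.29 over the 8 fits, and was kept without CCSP-p52 LPS pool 1 and without CCSP-p52 LPS pool 2. It also ended with pool number as a replicate block, with all probe sets, named or not, and with the averaged effect of the 4-group model, where 0 genes passed adjustment. The count of 49 was 124 without CCSP-p52 LPS pool 1 and 86 without CCSP-p52 LPS pool 2, and the count of 9 was 16 to 115, with 115 without WT LPS pool 1. In 20 simulations of arrays on which no gene differed, with each probe set's moderated spread, 63 to 87 genes were higher at the cut-off (median 77.5). These arrays carried no difference between pool numbers. With the fitted difference added, which also holds noise, 20 to 38 genes were higher (median 27), so that 49 lies between the counts of the 2 kinds of simulation.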

Genes were ranked based on the log fold change (logFC) of expression between WT and CCSP-p52 mice using a cut-off of 0.41 (approximately 30% increase in gene expression in CCSP-p52 mouse lungs) (Fig. 3A). To evaluate the potential relevance of p52-regulated genes in human lung tumors, we focused only on genes that had known human homologs and were present in The Cancer Genome Atlas (TCGA) expression data from lung adenocarcinoma patients. Using these criteria, a total of 71 genes associated with increased p52 expression were identified (Fig. 3A and B; Supplementary Table S1). 

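In lungs without LPS, Tnip3, an NF-kB target whose protein restrains NF-kB signalling, was higher in CCSP-p52 mice by a logFC of 2.11 (standard error 0.44, 4.32-fold, n = 2 pools per group), and Saa3, an acute phase protein made in inflamed lung, by 1.63 (0.22). The anion exchanger gene Slc26a4 was higher by 1.30 (standard error 0.42), the iron-binding protein gene Lcn2 by 0.58 (0.22) and the heat shock gene Hsph1 by 0.69 (0.25). Over all 8 arrays, in the additive model, the logFC was 0.98 for Tnip3, 0.78 for Saa3, 0.38 for Slc26a4, 0.19 for Lcn2 and 0.15 for Hsph1. None of these passed adjustment over all genes with limma in either comparison. Without LPS 347 genes had an unadjusted p under 0.05, fewer than the share of 0.05 of 18820 genes that chance alone would give. Tnip3 and Saa3 stayed at the study's cut-off with each array left out, at 1.90 to 2.32 and at 1.35 to 1.92. Slc26a4 did not without WT dox pool 1 (1.22) or CCSP-p52 dox pool 2 (0.76), Lcn2 without WT dox pool 2 (0.38) or CCSP-p52 dox pool 1 (0.29; 0.88 without CCSP-p52 dox pool 2), and Hsph1 without WT dox pool 1 (0.35), CCSP-p52 dox pool 1 (0.81) or CCSP-p52 dox pool 2 (0.57).

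Of 27 inflammatory cytokine, chemokine and acute phase genes, 2 (Saa3 and Lcn2) were higher and none was lower at the cut-off without LPS, and 1 (Saa3) when adjusted over the list alone. The median logFC of the 27 was 0.11 (adjusted p = 0.0099, camera with a preset correlation; adjusted p = 0.95 with an estimated correlation), a call lost without WT dox pool 2 (0.093) or CCSP-p52 dox pool 1 (0.15). Of 20 NF-kB subunits and feedback targets, only Tnip3 and Nfkb2 were higher at the cut-off, and 1 (Tnip3) when adjusted over the list alone, around a median of 0.016 (adjusted p = 0.34, camera) that was -0.0093 without WT dox pool 2. The logFC was -0.03 (standard error 0.12) for Rela and 0.08 (0.21) for Relb, which encodes the usual partner of p52, and -0.25 (0.27) for Rel and 0.22 (0.26) for Bcl3, and none of the 4 was at the cut-off. With single arrays left out, Rela was at up to 0.022 (without CCSP-p52 dox pool 2). Relb ranged from 0.043 to 0.13, Rel from -0.49 to -0.022 and Bcl3 from 0.13 to 0.31. All 14 heat shock chaperone genes had a positive logFC, 1 of them (Hsph1) at the cut-off, with a median of 0.24 (adjusted p = 1.1e-08, camera; adjusted p = 0.74 with an estimated correlation; 0.11 without WT dox pool 1).

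In the additive model the median was -0.11 for the inflammatory genes, with 11 of 27 positive and 1 (Saa3) at the cut-off, and -0.059 for the NF-kB genes, with 4 of 20 positive and 1 (Nfkb2) at the cut-off. For the heat shock genes it was 0.048, with 9 of 14 positive and none at the cut-off (adjusted p = 0.56, 0.47 and 0.15 for the 3 lists, camera). With LPS, with none at the cut-off, the medians were -0.42 (4 positive; adjusted p = 0.019, camera; adjusted p = 0.94 with an estimated correlation), -0.15 (3 positive; adjusted p = 0.16, camera) and -0.18 (3 positive; adjusted p = 0.16, camera). These values depended on single arrays. The additive medians of the inflammatory and NF-kB genes were 0.063 and 0.021 without WT LPS pool 1 and 0.15 and 0.040, each a call, without CCSP-p52 LPS pool 2, and -0.24 and -0.14, each a call, without CCSP-p52 LPS pool 1. That of the heat shock genes was -0.071 without WT dox pool 1. With LPS, the median of the inflammatory genes was -0.96 without CCSP-p52 LPS pool 1, and its call was lost without WT LPS pool 1 (-0.14) or CCSP-p52 LPS pool 2 (0.11).

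Of 13 targets of fasting and glucocorticoid signals, 3 were higher at the cut-off and 2 (Mt2 and Angptl4) when adjusted over the list alone, with a median logFC of 0.40 (adjusted p = 7.9e-08, camera; adjusted p = 0.66 with an estimated correlation), which was 0.22 without WT dox pool 1 and 0.25 without CCSP-p52 dox pool 2. The higher genes were the metallothionein gene Mt2 (0.56, standard error 0.09), the lipase inhibitor gene Angptl4 (0.66, standard error 0.17, and 0.42 without WT dox pool 1) and Cdkn1a. With pool number as a replicate block Fkbp5, another of the 13, was also at the cut-off (0.65). Without the block it was at 0.23 when CCSP-p52 dox pool 2 was left out. The median of the 13 was 0.34 in the additive model, with 12 positive (adjusted p = 1.6e-06, camera, and adjusted p = 0.55 with an estimated correlation), and 0.20 with LPS, with 11 positive (adjusted p = 0.13, camera). With pool number as a replicate block the list passed with LPS at a preset correlation, and not with an estimated one. Of 19 immediate early genes, 4 were lower and 1 was higher at the cut-off, and none when adjusted over the list alone, with a median of -0.11 (adjusted p = 3.9e-04, camera; adjusted p = 0.81 with an estimated correlation; -0.19 without WT dox pool 2). Their median was -0.090 in the additive model, with 6 positive and none at the cut-off (adjusted p = 0.28, camera), and 0.064 with LPS, with 14 positive and 1 (Jund) higher at the cut-off (adjusted p = 0.49, camera; -0.13 without WT LPS pool 2). Egr3 was lower by a logFC of -0.57 (standard error 0.13), and Nr4a1, at -0.93 (0.30), did not pass without WT dox pool 2 (-0.73) or CCSP-p52 dox pool 2 (-0.56). The other lower genes were Egr1 (-0.94, standard error 0.36) and Fos (-0.81, standard error 0.30), and the higher one was Klf10 (0.47, standard error 0.18). Egr1 did not pass without WT dox pool 1 (-0.60), CCSP-p52 dox pool 1 (-0.99) or CCSP-p52 dox pool 2 (-0.88). Fos did not pass without WT dox pool 1 (-0.45), CCSP-p52 dox pool 1 (-0.77) or CCSP-p52 dox pool 2 (-0.84), and Klf10 not without WT dox pool 1 (0.28) or CCSP-p52 dox pool 2 (0.28).

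Supplementary Table S1 is held here as text for 25 of its 71 genes, so that no overlap or enrichment was tested on it, and 19 of the 25 matched 1 mouse gene with a probe set. Of these 19, 5 were at the cut-off in the additive model and 18 in the comparison without LPS by any probe set, and 4 and 17 by the probe set with the highest mean. The study chose them on these arrays, so their direction is not independent evidence.

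**Figure D1:**
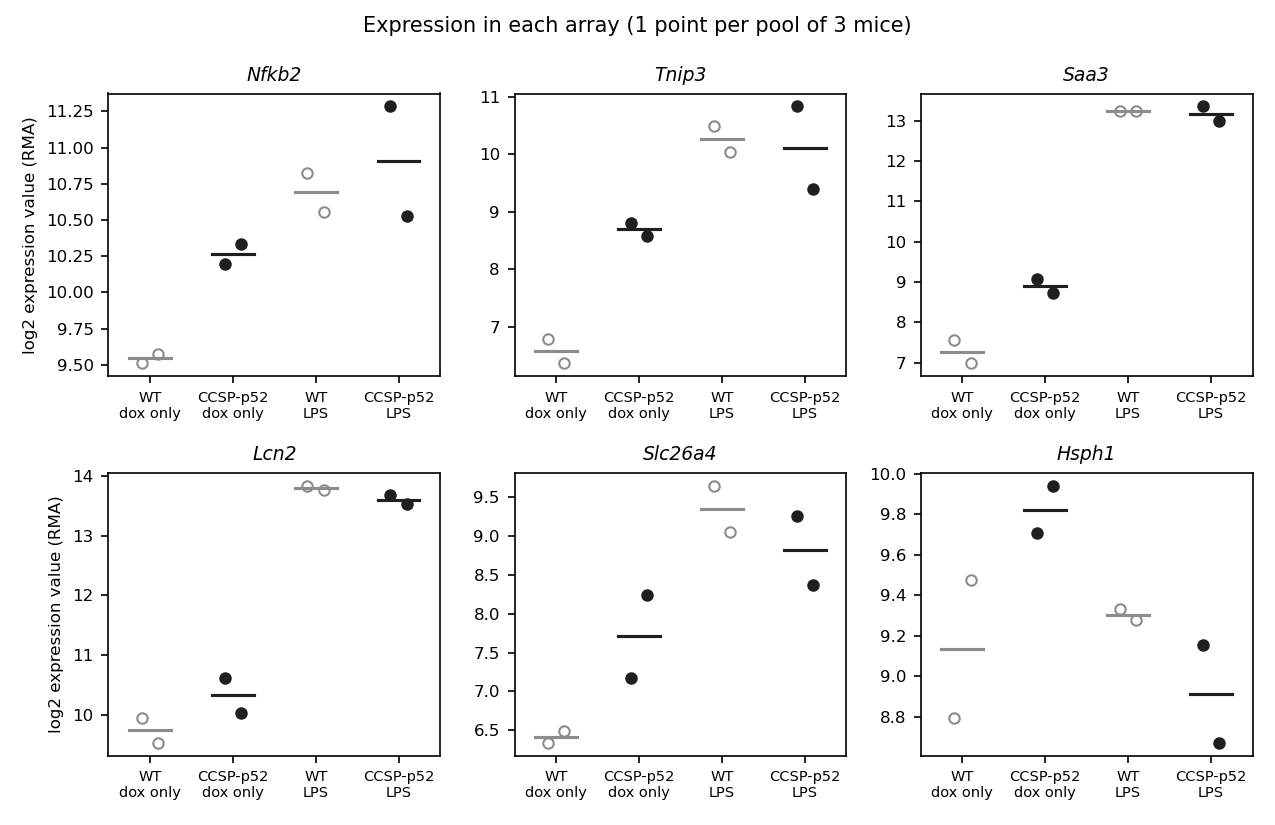
Log2 expression (vertical axes) of Nfkb2, Tnip3, Saa3, Lcn2, Slc26a4 and Hsph1 on each array, by condition (horizontal axes). In each condition the left point is pool 1 and the right point pool 2, open grey points are WT and filled black points CCSP-p52, and bars are the means of the 2 pools; the difference for Tnip3 is 2.11 without LPS and -0.15 with LPS.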

Quantitative PCR was performed to validate increased expression of selected genes from the 71 gene list in CCSP-p52 lungs (Fig. 3C–E). To elucidate gene functions, we identified biological processes that were enriched in the p52-associated gene set using a Gene Ontology (GO) analysis. 

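Genes of the mitotic and S phases lay higher in CCSP-p52 lungs than in WT lungs on dox without LPS. Of 51 genes of the G2 and M phases, 46 had a positive logFC and 18 were higher at the study's cut-off, with none lower and a median of 0.38. The median was 0.40 for 40 genes of the spindle and kinetochore, 15 of them higher at the cut-off, 0.19 for 37 S phase genes, 8 higher, and 0.18 for 23 genes of the MCM complex and replication origins, 3 higher. Ect2, which drives the furrow that divides cells, had a logFC of 1.12 (standard error 0.21, n = 2 pools per group), and Top2a, the topoisomerase that untangles replicated DNA, of 0.87 (0.22). The cytokinesis genes Anln and Kif23 were each higher by 0.66 (standard errors 0.15 and 0.17), the replication licensing gene Dtl by 0.72 (0.17) and Mcm6, a part of the replicative helicase, by 0.58 (0.14). These 6 stayed at the cut-off with each array left out in turn.

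The mitotic kinase genes did not keep the cut-off in this way. At equal spread a fit with 1 pool in a group has a larger standard error, so a gene can fail there without a smaller logFC. Aurkb had a logFC of 0.57 (standard error 0.19) and did not pass without WT dox pool 2 (0.46), CCSP-p52 dox pool 1 (0.60) or CCSP-p52 dox pool 2 (0.55). Cdk1, at 0.61 (standard error 0.25), did not pass without any 1 of the 4 pools, with 0.67 and 0.54 without WT dox pools 1 and 2 and 0.57 and 0.64 without CCSP-p52 dox pools 1 and 2. Plk1, at 0.53 (0.23), did not pass, but did without CCSP-p52 LPS pool 1 or pool 2, with array weights, with renewed quantile normalization and with pool number as a replicate block (unadjusted p = 0.038). Of the other MCM genes at the cut-off, Mcm2 (0.47, standard error 0.15) did not pass without WT dox pool 2 (0.42) or CCSP-p52 dox pool 1 (0.40), and Mcm5 (0.50, standard error 0.19) not without WT dox pool 2 (0.34), CCSP-p52 dox pool 1 (0.48) or CCSP-p52 dox pool 2 (0.52). The remodelling gene Hells, at 0.73 (standard error 0.20), did not pass without CCSP-p52 dox pool 2 (0.63). Exo1 of the S phase list (0.50) did not without WT dox pool 2 (0.45) or CCSP-p52 dox pool 2 (0.43). Of the spindle list, Cdc20 (0.57) did not without WT dox pool 2 (0.46) or CCSP-p52 dox pool 1 (0.56). Cenpf (0.57), also of that list, did not without WT dox pool 2 (0.45) or CCSP-p52 dox pool 2 (0.49). Other Top2a probe sets, 2 with mean log2 values of 3.48 and 3.80, had logFC of -0.32 and -0.02.

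Against all other genes, camera with a preset correlation gave an adjusted p of 5.2e-27 for the G2 and M phase list, 6.3e-30 for the spindle list, 6.7e-13 for the S phase list and 2.5e-06 for the MCM list. With an estimated correlation none of the 4 calls held (adjusted p = 0.74 for the first 3 lists and adjusted p = 0.95 for the MCM list). Adjusted over the list alone, 1 spindle gene (Ect2) passed, and none of the other 3 lists.

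In the additive model over all 8 arrays the median was 0.16 for the G2 and M phase list, with 40 positive and 1 gene (Ect2, 0.62) at the cut-off, and 0.083 for the S phase list, with 32 positive and 1 gene (Hells, 0.42) at the cut-off. Camera gave an adjusted p of 2.8e-06 and 6.3e-06 for these 2 lists with a preset correlation, and adjusted p = 0.95 for both with an estimated correlation. None of their genes passed when adjusted over the list alone. For the spindle list the median was 0.16, with 32 positive and 1 gene (Ect2) at the cut-off, and for the MCM list 0.097, with 17 positive and none at the cut-off (adjusted p = 1.6e-06 and 0.0068, camera; adjusted p = 0.95 for both with an estimated correlation). The spindle median was 0.089 to 0.32 with single arrays left out, and the MCM call was lost without WT dox pool 2 (0.054), CCSP-p52 dox pool 1 (0.078), CCSP-p52 dox pool 2 (0.10), WT LPS pool 2 (0.038) or CCSP-p52 LPS pool 1 (0.041). The G2 and M phase median was 0.082 without WT dox pool 2, 0.083 without CCSP-p52 dox pool 2, 0.077 without CCSP-p52 LPS pool 1 and 0.30 without CCSP-p52 LPS pool 2. The S phase median was 0.15 without WT LPS pool 1, 0.053 without WT LPS pool 2 and 0.17 without CCSP-p52 LPS pool 2, and at 0.060 without CCSP-p52 LPS pool 1 its call was lost.

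**Figure D2:**
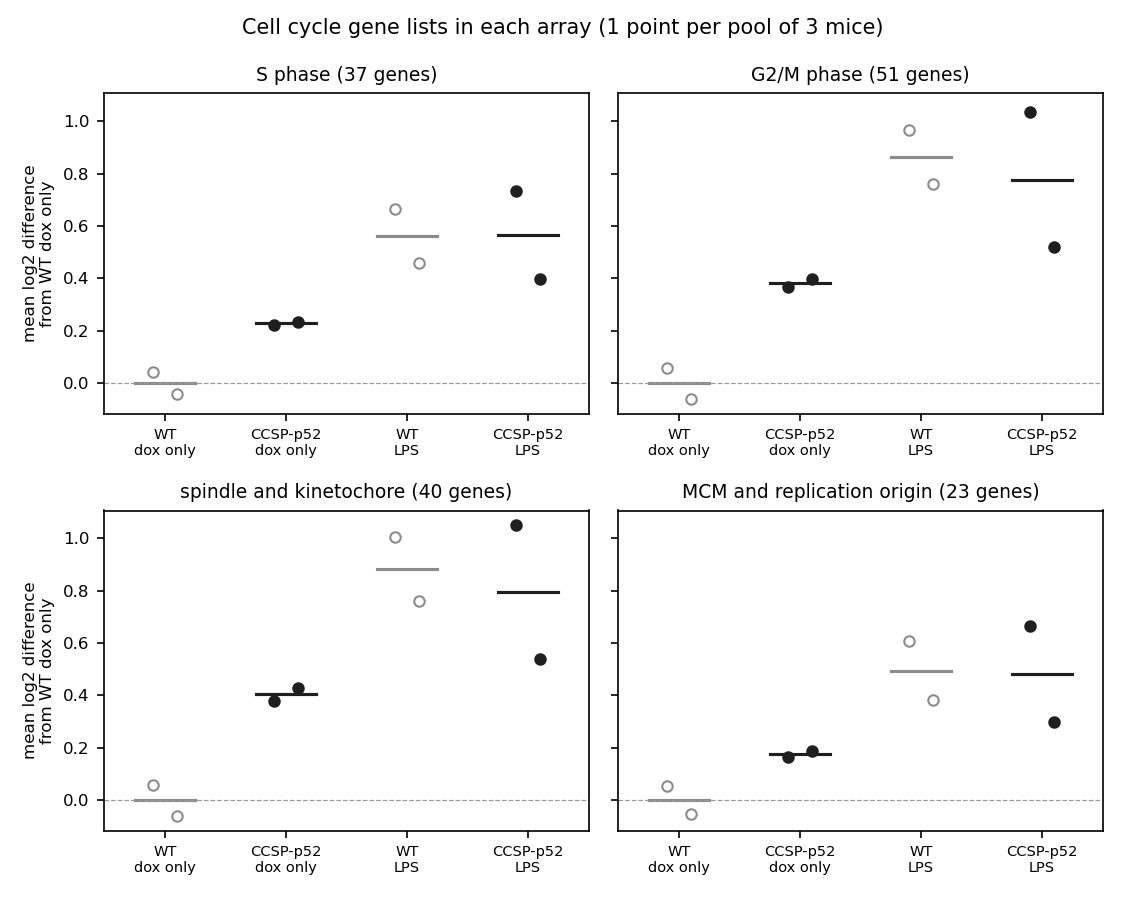
Mean log2 difference from the WT dox pools (vertical axes) over the genes of the S phase, G2 and M phase, MCM and spindle lists on each array, by condition (horizontal axes). The left point is pool 1 and the right point pool 2, open grey points are WT and filled black points CCSP-p52, and bars are the means of the 2 pools; the G2 and M phase genes lie at 0.37 and 0.40 in the CCSP-p52 dox pools, at 0.97 and 0.76 in the WT LPS pools and at 1.03 and 0.52 in the CCSP-p52 LPS pools.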

Applying a false discovery rate (FDR) of 0.001, we found that p52-associated genes were over-represented in processes related to cell cycle progression (Table 2), suggesting that p52 regulates expression of genes involved in proliferation. To validate this finding, we used a stable p52-expressing rat lung epithelial cell line (RLE-p52) generated previously^19^. We found that BrdU incorporation was enhanced in RLE-p52 cells compared to empty vector (RLE-EV) (Fig. 3F), indicating that p52 stimulates proliferation of lung epithelial cells.

**Figure 3:**
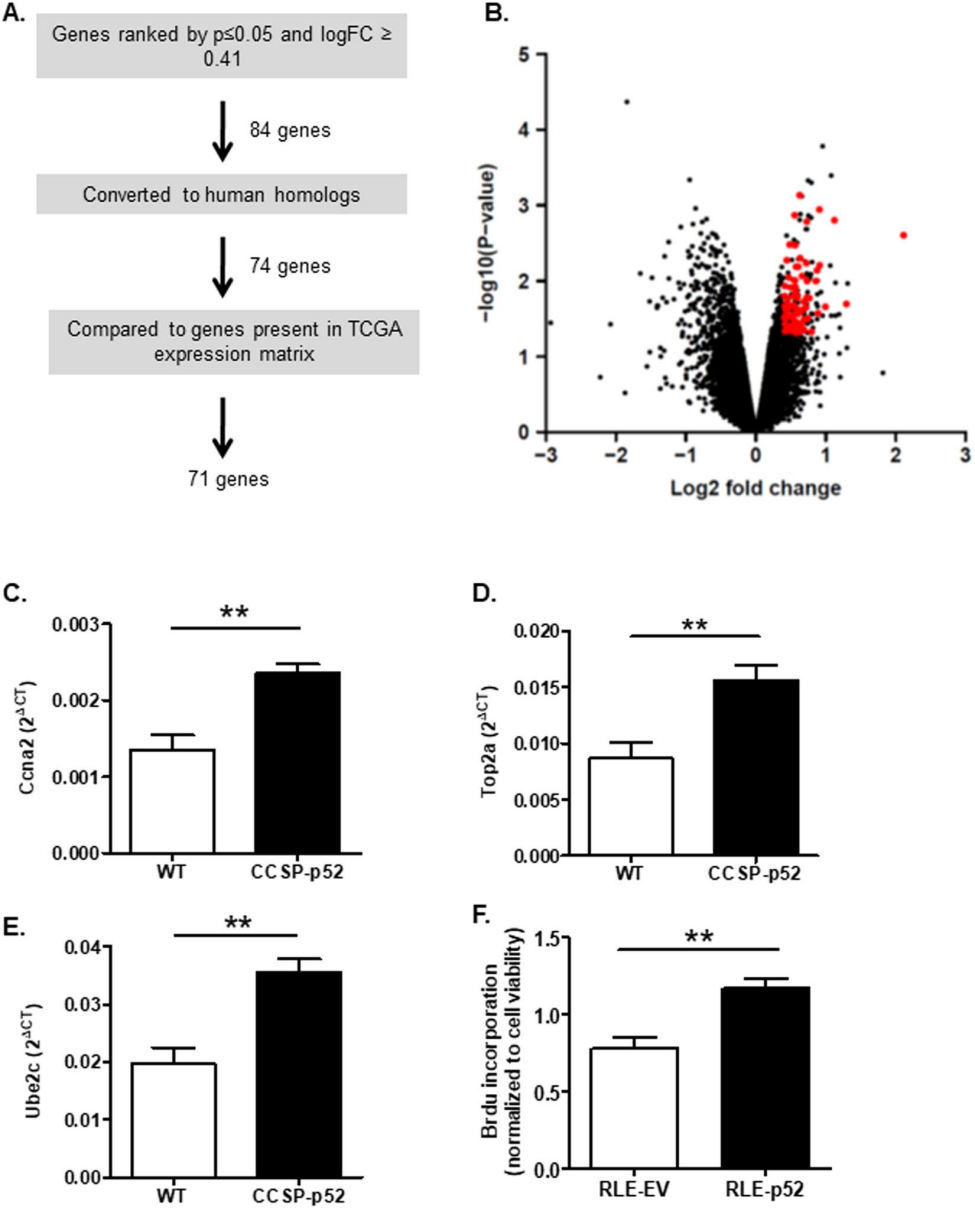
Identification of p52-regulated genes by microarray analysis. (**A**) Schematic of process used to identify p52-regulated genes from microarray data generated from pooled mRNA samples from lungs of WT and CCSP-p52 mice on dox for 1 week (n = 4/group). (**B**) Volcano plot of log fold changes and differential expression p-values comparing CCSP-p52 mice to WT. Black dots represent all genes in the expression data matrix. Red dots represent 71 genes identified for further analysis. (**C**–**E**) Expression microarray data validation by quantitative PCR of identified p52-regulated genes *Ccna2* (**C**), *Top2a* (**D**), and *Ube2c* (**E**) measured in whole lung RNA from WT and CCSP-p52 mice on dox for 1 week (n = 6 mice/group; *p < 0.05 compared to WT). (**F**) Quantification of BrdU incorporation of RLE-p52 and RLE-WT cells, normalized to total viable cells (**p < 0.01 compared to RLE-EV).

**Table 2:** Gene ontology (GO) analysis of p52 regulated genes (FDR = 0.001).

Gene Ontology term (Biological Process)	Reference set size	Expected Count	Observed count	Adjusted p-value^1^
Cell cycle checkpoint	230	0.98	9	2.59E-05
Mitotic cell cycle phase transition	443	1.88	11	8.83E-05
DNA unwinding involved in DNA replication	8	0.03	3	1.39E-04
Regulation of cell division	221	0.94	8	1.39E-04
Regulation of attachment of spindle microtubules to kinetochore	9	0.04	3	1.81E-04
DNA replication initiation	29	0.12	4	1.88E-04
Regulation of cell cycle process	435	1.85	10	3.68E-04
Chromosome organization	765	3.25	13	4.04E-04
Spindle assembly involved in mitosis	15	0.06	3	7.44E-04

^1^p-values have been adjusted using the Benjamini-Hochberg method.

### Expression of p52-associated genes predicts prognosis of lung cancer patients

To investigate the relevance of p52 expression in human lung cancer, we examined expression of the 71 identified p52-associated genes in matched lung cancer and normal samples. A differential expression test using the paired t-test was performed for each gene in paired tumor and normal samples from 54 lung adenocarcinoma patients available in the TCGA dataset. Up-regulated genes were defined as having both a logFC > 1 and false discovery rate (FDR) < 0.01. From the set of 20,501 genes, 1,274 up-regulated genes (6.2%) were identified in tumors compared to matched normal samples (Fig. 4A). Of the 71 p52-associated genes, 35 were up-regulated in tumors (49.3%), indicating a significant over-representation of p52-associated genes in tumor samples compared to normal (hypergeometric test p = 6.0 × 10^−25^) (Fig. 4A,B and Supplementary Table S1) and suggesting that p52 could be important in human lung tumors.

**Figure 4:**
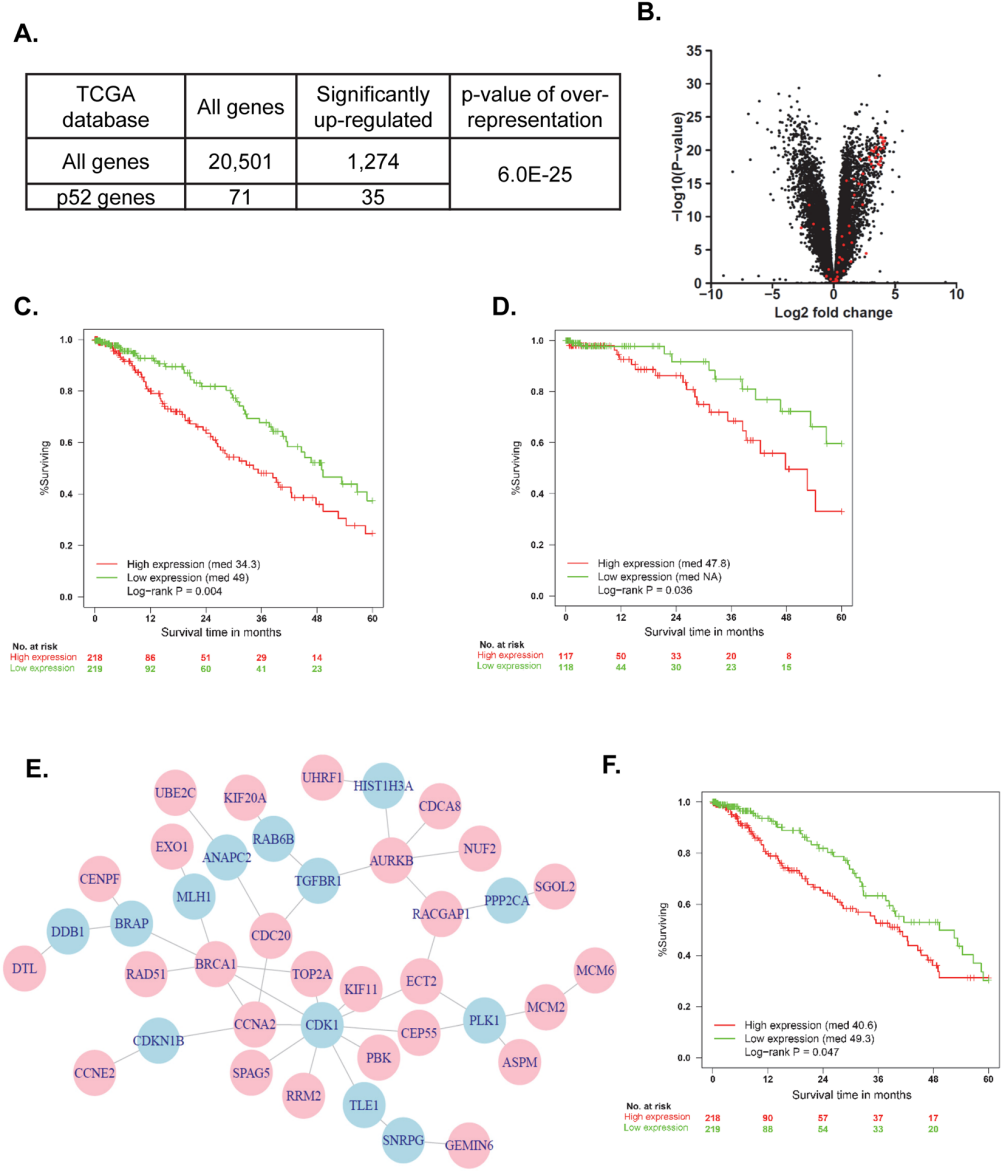
Expression of p52-associated genes correlates with prognosis of lung cancer patients. (**A**) Global and p52-associated genes upregulated in matched tumor and normal samples (n = 54) from TCGA dataset. Up-regulated genes were defined as logFC > 1 and FDR < 0.01 (hypergeometric test p = 6.0 × 10^−25^). (**B**) Volcano plot of log fold changes and differential expression p-values of tumor versus normal samples. Black dots represent all genes in the expression data matrix. Red dots represent p52-associated genes. (**C**,**D**) Kaplan-Meier survival curves of overall (**C**) and Stage I (**D**) patient survival data based on summed expression of p52-associated genes in tumors (log-rank test, p = 0.004 for overall; p = 0.036 for Stage I). (**E**) Protein-protein interaction network generated using 35 p52-associated genes associated with tumors (see Fig. 4A and Supplementary Table S1). Pink circles are genes identified as p52-regulated genes through microarray analysis, and blue circles are imputed genes. (**F**) Kaplan-Meier survival curve of overall patient survival based on summed expression of imputed mediator genes (log-rank test, p = 0.047).

Since we observed more advanced tumors in urethane-treated CCSP-p52 mice, we wondered whether increased p52 expression would correlate with a worse prognosis in lung cancer patients. Therefore, we investigated the relationship between increased expression of p52-associated genes and patient outcomes using tumor expression data and clinical information from the TCGA dataset. 437 primary lung adenocarcinoma samples were divided into two equal groups based on the collective expression level of the 71 p52-associated genes by summing expression from all 71 genes (Supplementary Table S2). Kaplan-Meier survival analysis revealed that patients with high expression of p52-associated genes had a significantly worse prognosis (log-rank test p = 0.004) (Fig. 4C). To validate this analysis, we divided patients by a second method into two groups based on summed “votes” from the 71 genes. In this analysis, one gene counted as a vote for one sample if its expression in the sample was equal to or higher than the median expression level for this gene across samples, thus preventing a tumor sample with only a few highly-expressed genes from being placed in the “high expression group”. Using this method, Kaplan-Meier survival analysis again revealed that patients with high expression of p52-associated genes had significantly worse outcomes (log-rank test p = 0.021) (Supplementary Fig. S3A). Furthermore, survival analysis of only Stage I patients revealed that patients with high expression of p52-associated genes still had a significantly worse prognosis (log-rank test p = 0.036) (Fig. 4D). Together, these data suggest that expression of p52-associated genes in tumors of lung cancer patients leads to shorter survival and can be used to predict patient outcome in early stage lung cancer patients.

Since the GO analysis suggested that p52 regulates a number of genes that have highly related functions, we extracted a protein subnetwork connecting the p52-associated genes from a human protein-protein interaction network. The 35 p52-associated genes identified in tumor versus normal samples were used to generate a network consisting of genes from the p52-associated gene list as well as 13 imputed mediator genes (Fig. 4E). To test the strength of this protein interaction network, a survival analysis was performed based only on expression of the 13 imputed mediator genes. High expression of the imputed genes also correlated with shorter survival (log-rank test p = 0.047 by expression summation, p = 0.097 by votes) (Fig. 4F and Supplementary Fig. S3B), supporting the strength of this p52-derived interaction network in predicting patient prognosis.

We further validated our original 71 p52-associated gene signature in additional human lung adenocarcinoma datasets. Using normal and lung adenocarcinoma expression data from the BATTLE study^21,22^, we performed unsupervised hierarchical clustering and found that this p52-associated gene signature segregated normal and lung adenocarcinoma samples (Fisher’s exact test p = 0.000003) (Fig. 5A). We then performed a differential expression test for each gene in normal and lung adenocarcinoma samples, defining up-regulated genes as having both a logFC > 1.3 and FDR < 0.01. From the entire set of 22,216 genes, 9,832 (44.3%) were significantly upregulated in tumors compared to matched normal samples whereas 54 (76.1%) of the 71 p52-associated genes were up-regulated in tumors, demonstrating a significant over-representation of p52-associated genes in tumor samples compared to normal in a second independent dataset (Fisher’s exact test p = 0.0034) (Fig. 5B). When evaluated as a group, mRNA levels of the 71 p52-associated genes were significantly increased in lung adenocarcinoma samples compared to normal lung tissue (p < 0.0001) (Fig. 5C). In addition, we assessed the relationship between p52 expression and survival of lung adenocarcinoma patients in a composite dataset that includes expression data from several lung cancer cohorts^23^. Higher p100/p52 (*Nfkb2*) expression in lung adenocarcinomas correlated with reduced patient survival (p = 3 × 10^−7^) (Supplementary Fig. S4B). In contrast, higher expression of *Nfkb1*, which encodes for the NF-κB family member p50, correlated with improved survival (p = 0.017) (Supplementary Fig. S4A).

**Figure 5:**
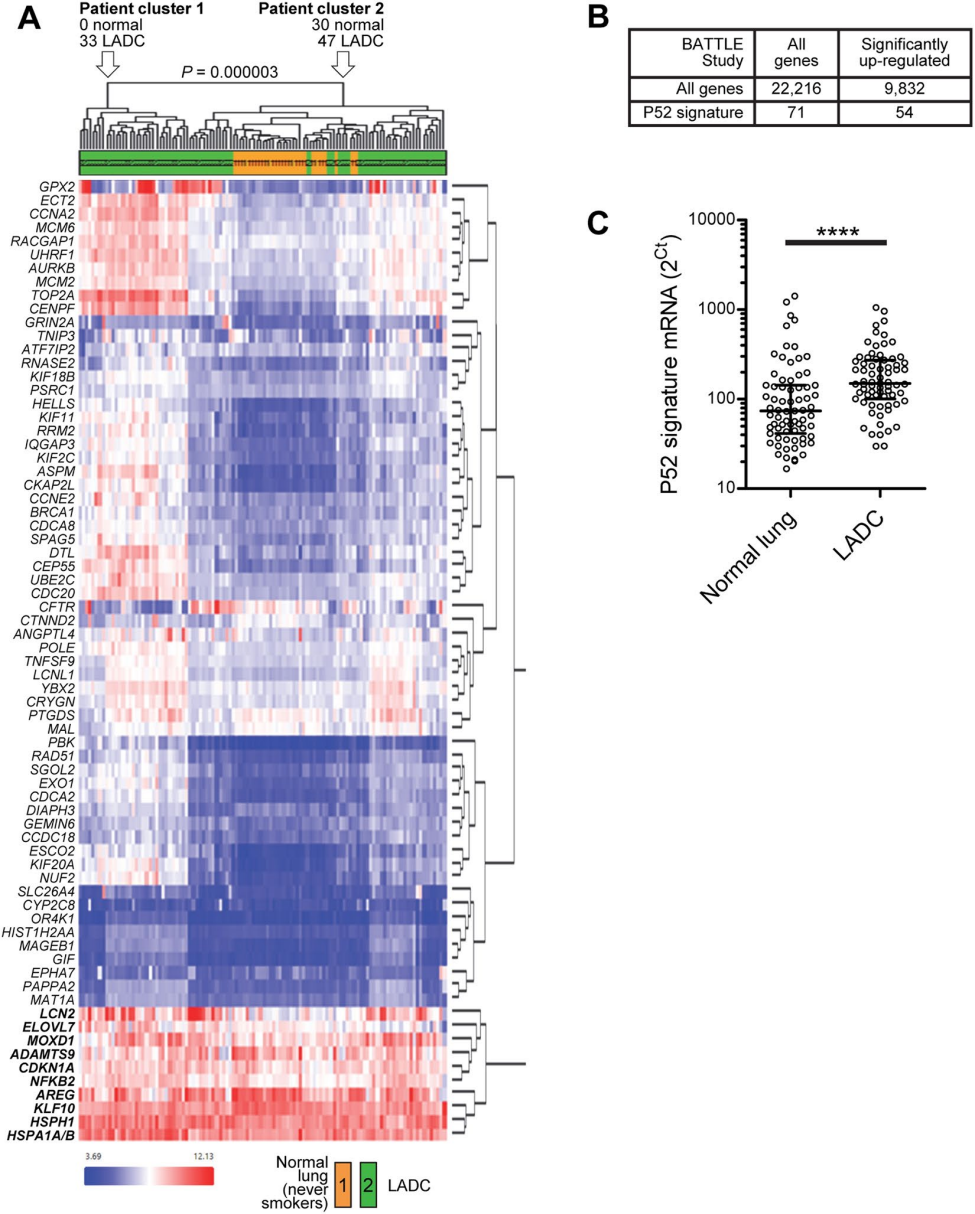
Increased expression of p52-associated genes in lung adenocarcinoma samples from the BATTLE study. (**A**) Hierarchical clustering based on expression of 71 p52-associated genes in normal lung (n = 30) and lung adenocarcinoma (LADC) (n = 80) tissues. (Fisher’s exact test p = 0.000003). (**B**) p52 signature and global genes over-represented in lung adenocarcinoma samples compared with normal lung. Up-regulated genes were defined as logFC > 1.3 and FDR < 0.01 (Fischer’s exact test P = 0.0034). (**C**) mRNA transcript expression levels from 71 p52-associated genes in normal lung tissue and lung adenocarcinoma samples. Raw data points and median with error bars that represent interquartile range are shown. Transcripts were not normally distributed by the Kolmogorov-Smirnov normality test and were hence analyzed by the Wilcoxon matched-pairs signed rank test (****p < 0.0001).

## Discussion

These studies provide evidence of the functional involvement of non-canonical NF-κB signaling in lung carcinogenesis, identifying p52 as a novel mediator of lung cancer progression. In human lung adenocarcinoma tumors, we observed frequent nuclear accumulation of p52, suggesting that p52 activation is common in lung carcinogenesis. Using transgenic mice with inducible expression of p52 in the airway epithelium, we found that p52 over-expression led to more tumors, larger tumors, and more advanced tumors after urethane injection. Our *in vitro* studies and gene expression microarray analysis suggest that p52 enhances tumor burden through the regulation of cell cycle genes that promote proliferation. Expression of p52-associated genes was significantly associated with lung tumors and increased expression of genes from a p52-derived protein-protein interaction network correlated with significantly reduced survival, even for Stage I patients. These findings have important implications for investigations into modulation of p52 or its downstream targets as a novel therapeutic approach in lung cancer.

Even though nuclear localization of p52 has been observed in a number of different tumor types, our understanding of the function of p52 activation *in vivo* during carcinogenesis has remained limited due to the constraints of available models. In other studies using a mouse model with global truncation of the *Nfkb2* gene deleting the C-terminal inhibitory domain of p100, mice die from gastric hyperplasia^14^. However, unlike our studies, the individual contribution of inflammatory cells and surrounding stroma with dysregulated p52 activation was not separated from the effects of p52 activation in the epithelial cells of the stomach. Using a transgenic model with expression of the full *Nfkb2* gene under the control of the β-lactoglobulin milk protein promoter, Connelly *et al*. demonstrated ductal thickening and hyperplasia in the mammary gland after repeated pregnancies^24^, but in this model, expression was limited to the periods of milk production during the late stages of pregnancy and lactation. Our studies improved upon these models by using an inducible p52-expressing mouse. The advantages of a mouse model with inducible p52 expression are that p52 can be expressed with any cell type-specific promoter coupled to a reverse tetracycline transactivator, the duration of p52 expression can be manipulated, and p52 expression can be combined with other inducible mouse models, including oncogenic tumor models. Future studies using this p52-inducible model to modulate the duration of expression in the urethane model and to express p52 in other cell types and in combination with other inducible models will be valuable for developing a broader understanding of p52 activation in lung cancer and other contexts.

Although p100/p52 expression appears to be common in lung adenocarcinomas, how this pathway becomes activated remains unclear. Proteolytic processing of p100 to p52 can be activated by a number of stimuli, including lymphotoxin β^10^, CD40 ligand^25^, reactive oxygen species^26^, and STAT3 signaling^27^, suggesting that p52 activation can occur in a tumor as a result of oncogenic signaling or microenvironmental stimuli. Additional evidence indicates that crosstalk occurs between the canonical and non-canonical NF-κB pathways, suggesting that factors leading to canonical pathway activation could also activate p52^28^.

Like CCSP-p52 mice, activation of canonical NF-κB signaling in transgenic mice expressing constitutively active IKKβ in airway epithelium increases tumor burden following urethane treatment^29^. In this model, canonical NF-κB activation causes a robust immune/inflammatory response, which promotes lung carcinogenesis through paracrine signaling^29,30^. In contrast, our studies indicate that non-canonical NF-κB signaling likely regulates genes that function in a cell autonomous manner to promote carcinogenesis.

Our finding that p52 can promote proliferation of airway epithelial cells during lung carcinogenesis is somewhat unexpected, as several previous studies investigating p52 expression in airway epithelial cells have shown that p52 can promote apoptosis of Club cells *in vivo*^19^ and contribute to regulation of inflammatory cytokines *in vitro*^31^. In other studies using *in vitro* and xenograft models, however, p52 activation has been shown to promote cell proliferation. Nadiminty *et al*. observed that p52 over-expression enhanced proliferation of prostate cancer cells in androgen-deprived conditions by stimulating Cyclin D1 expression^32^. Similarly, increased p100 expression in mammary glands led to hyperplasia and increased Cyclin D1^24^. Although we did not identify Cyclin D1 as an upregulated gene in our microarray analysis, both Cyclin E2 and Cyclin A2 were increased in CCSP-p52 lungs (Supplementary Table S1).

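Ccna2, the cyclin A2 gene, whose protein drives S phase and entry into mitosis, was higher in CCSP-p52 lungs on dox without LPS. Its log2 value was 7.57 and 7.26 in the WT pools and 8.22 and 8.33 in the CCSP-p52 pools, a logFC of 0.86 (standard error 0.23, n = 2 pools per group). Ccnd1, the cyclin D1 gene, which acts in G1, had a logFC of 0.08 (standard error 0.11; 0.021 to 0.13 with single arrays left out) without LPS, 0.11 with LPS and 0.09 in the additive model. Ccne2, the cyclin E2 gene, was not analysed here. Of 19 G1 cyclin and CDK inhibitor genes, 1 was higher and none was lower at the study's cut-off without LPS, none passed when adjusted over the list alone, and the median was 0.042 (adjusted p = 0.22, camera; 0.071 without WT dox pool 1). In the additive model the median was 0.037, with 13 positive and none at the cut-off (adjusted p = 0.11, camera; a call without WT LPS pool 1, at 0.069, or CCSP-p52 LPS pool 2, at 0.062). That gene without LPS was Cdkn1a, which encodes the CDK inhibitor p21, at 0.43 (standard error 0.14). E2f1, a transcription factor of S phase entry, was at 0.33 (0.16; 0.48 and at the cut-off without WT dox pool 1, 0.17 without WT dox pool 2) and Cdkn1b, which encodes the CDK inhibitor p27, at -0.20 (0.10; -0.26 to -0.13 with single arrays left out).

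Ccna2 had a logFC of 0.36 (standard error 0.23) in the additive model and of -0.15 (0.23) in lungs with LPS, where it was not at the cut-off. The adjusted p of Ccna2 and Ccnd1 from limma was 1.00 in the additive model. Without LPS, Ccna2 did not pass the cut-off without WT dox pool 2 (0.70), and Cdkn1a not without WT dox pool 1 (0.37), CCSP-p52 dox pool 1 (0.45) or CCSP-p52 dox pool 2 (0.41).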

Among NF-κB family members, p52 is structurally most similar to p50. Kravtsova-Ivantsiv and colleagues found that p50 over-expression inhibits tumor growth in xenograft models^33^, and our survival analysis based on p50 expression in lung adenocarcinomas supports their observations. Despite the structural similarity between p50 and p52, we found that p52 over-expression enhances tumorigenesis and leads to reduced survival. These studies suggest that p52 and p50 function differently during tumorigenesis, which may be due to the differential affinities of each for specific promoter sequences or their propensity to interact with other NF-κB family members and transcriptional binding partners^34,35^. While nuclear p52 accumulation is considered indicative of non-canonical NF-κB pathway activation, a study by Zhao, *et al*. suggests that p52 is capable of forming heterodimers with all of the other NF-κB family members^34^. In addition, p52 has been shown to interact with Bcl-3^36–39^, p53^40^, and multiple epigenetic modifiers, including CBP, p300, and HDAC proteins^38,40–43^, and these interactions can be activating or inhibitory depending on the context. Future studies are necessary to understand p52 interactions in the nucleus and the mechanisms by which p52 influences tumor formation and progression.

In these studies, we took a gene list derived from p52 over-expression in a mouse model and demonstrated that these genes predict survival of early stage lung cancer patients. In addition, p52 expression in lung adenocarcinomas was inversely correlated with survival, similar to previous reports with the NF-κB family members p65 and RelB^44,45^. Although differences in gene expression between CCSP-p52 and WT mouse lungs were relatively modest, likely due to the small subset of transgene-expressing lung epithelial cells, we were able to identify genes with significant expression changes as a result of p52 over-expression, and these genes were highly related in function, indicating that p52 regulates expression of a network of related genes. 

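The differences in lungs without LPS were modest for most genes. The 111 genes higher at the study's cut-off had a median logFC of 0.57 (1.48-fold), 34 genes were lower, and 8 of the higher genes had a logFC of at least 1. The 49 higher genes of the additive model had a median logFC of 0.48 (1.40-fold), and 1 of them, Nup62cl, had a logFC of at least 1. Scgb1a1, the gene for club cell secretory protein itself, was at -0.05 (standard error 0.15, n = 2 pools per group) without LPS, and at 0.026 without WT dox pool 2. Of 13 genes of club cells, the airway cells that express the transgene, none had a positive logFC, and 1, the cytochrome gene Cyp2a5, was lower at the cut-off, by -1.64 (standard error 0.42; -1.98 to -1.31 with single arrays left out).

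The club cell list had a median of -0.14 (adjusted p = 0.017, camera with a preset correlation; adjusted p = 0.95 with an estimated correlation). That call was lost without WT dox pool 2 (-0.10), CCSP-p52 dox pool 1 (-0.088) or CCSP-p52 dox pool 2 (-0.20), and the median was -0.30 without WT dox pool 1. Of 15 genes of ciliated cells, 1 had a positive logFC and none was at the cut-off, with a median of -0.23 (adjusted p = 4.7e-04, camera; adjusted p = 0.95 with an estimated correlation), which was -0.36 without WT dox pool 1 and -0.065, with the call lost, without WT dox pool 2. The median of 14 genes of alveolar type II cells was -0.057 (adjusted p = 0.75, camera). It turned positive without WT dox pool 1 (0.16, adjusted p = 0.0048) or CCSP-p52 dox pool 2 (0.063, adjusted p = 0.023), each a call with a preset correlation. None of these lists held a gene that passed when adjusted over the list alone.

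In the additive model the median was 0.015 for club cells, with 7 of 13 positive, -0.031 for ciliated cells, with 5 of 15 positive, and -0.018 for type II cells, with 7 of 14 positive. None of these genes was at the cut-off there (adjusted p = 0.81, 0.56 and 0.56, camera). With LPS the median was 0.28 for club cells, with 11 positive, and 0.19 for ciliated cells, with 13 positive (adjusted p = 0.30 and 0.24, camera). Single arrays turned these too: without WT LPS pool 1 and without CCSP-p52 LPS pool 2 the additive median was -0.18 and -0.21 for club cells and -0.19 and -0.14 for ciliated cells, each a call. Cyp2a5 was at -0.62 (standard error 0.45) in the additive model and at 0.40 (0.42) with LPS.

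With limma, no gene passed adjustment over all genes in the comparison without LPS (smallest adjusted p = 0.54). On simulated arrays with the spread of these, 95.5% of genes made higher by 1 on the log2 scale in lungs without LPS were at the cut-off and 61.2% passed adjustment, against 65.7% and 5.97% of those made higher by 0.5. In 20 simulations with no gene made different, no difference between pool numbers and each probe set's moderated spread, 160 to 209 genes were higher at the cut-off (190 to 230 with its spread before moderation). With the moderated spread and the fitted difference between pool numbers added, which also holds noise, the count was 50 to 87. The count of 111 thus lies between those without and with that difference. The count of 111 was 72 without CCSP-p52 dox pool 2.

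From the genes it selected, which were over-represented in processes of cell division (Table 2), the paper concludes that p52 regulates the expression of a network of related genes. It proposes the small share of lung epithelial cells that express the transgene as the reason for the modest size of the differences.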

Using gene expression profiling of *Nfkb2* knockdown fibroblasts, Ianetti *et al*. described corresponding changes in several of the same genes identified in our study, supporting our identification of a discrete set of p52 target genes^26^. However, future studies comparing p52-induced gene expression changes during different stages of carcinogenesis and in the context of different oncogenic stimuli could be helpful for revealing additional p52 target genes.

Since our data suggest that p52 regulates a network of known cell cycle regulators that have well-established roles in carcinogenesis, p52 modulation may be an attractive therapeutic target for drug development. Although there are no available methods to directly target p52 at present, inhibitors for several of the nodes in our p52-derived protein interaction network have been developed and are being tested in clinical trials, including aurora kinase B, cyclin dependent kinase 1, and polo-like kinase 1, suggesting that treatment with these drugs alone or in combination may be beneficial in patients with p52 activation in their tumors.

## Materials and Methods

### Animal model

CCSP-tTS/(tet-O)_7_-FLAG-p52 mice on an FVB background were bred to CCSP-rtTA homozygous mice (gift from Dr. J.A. Whitsett, University of Cincinnati, Cincinnati, OH) to generate CCSP-p52 mice, which inducibly express FLAG-tagged p52 in the airway epithelium as previously described^19^. CCSP-p52 mice generated from two separate CCSP-tTS/(tet-O)_7_-FLAG-p52 founder lines were used for these studies. Age- and sex-matched transgenic mice along with genotype-negative littermate controls (called WT in our studies) were used in experiments. Transgene expression was activated by administering doxycycline (dox, Sigma) at a concentration of 2 g/L along with 2% sucrose in drinking water. For urethane experiments, mice were placed on dox for 1 week prior to IP injection of urethane (1 g/kg body weight; Sigma-Aldrich) and remained on dox until euthanized. For 6 month tumorigenesis experiments, mice received weekly IP injections of urethane for 4 weeks. At sacrifice, lungs were lavaged, and total and differential BAL cell counts were determined as previously described^2,29^. The left lung was tied off and frozen, and the right lung was perfused and fixed by inflating with 10% neutral-buffered formalin. All animal studies were approved and conducted according to the guidelines of the Vanderbilt University Medical Center Institutional Animal Care and Use Committee.

### Histology and immunostaining

After fixation, lungs were embedded in paraffin, sectioned (5 µm), and hematoxylin and eosin (H&E)-stained for histological analysis and quantification of tumor burden. Three sections were analyzed per mouse, and each section was separated by 50 µm. Tumor area was measured using Image-Pro Plus software (Media Cybernetics), and tumor number was enumerated on each section. AAH lesions and tumor histology were assessed by a pathologist blinded to the experimental groups. Tumors were classified as adenomas (clear border), minimally invasive adenocarcinomas (MIAs; border mostly defined with one invasive edge), and adenocarcinomas (locally invasive with no defined border). To assess p100/p52 expression in human lung adenocarcinomas, immunostaining using a p100/p52 antibody (C-5, Santa Cruz) was performed on a lung tumor tissue microarray (TMA) with 106 adenocarcinoma samples (spots) from 34 patients. Collection of tumor samples for generating the TMA was carried out in accordance with relevant guidelines and regulations, and experimental protocols were approved by the Vanderbilt University Medical Center Institutional Review Board (IRB 000616). Informed consent was obtained from all subjects. p100/p52 staining of tumor spots was scored by two independent readers. Scoring was performed as follows: 0 = no staining; 1 = diffuse cytoplasmic staining, no nuclear staining; 2 = dark granular cytoplasmic staining, no nuclear; 3 = nuclear staining in <25% of tumor cells; 4 = nuclear staining in >25% of tumor cells. Each tumor had at least two spots on the TMA, and the mean score was calculated for each tumor based on the individual score for each spot.

### Western blot analysis

Nuclear protein was prepared from lung tissue using the NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo Scientific), separated by SDS-PAGE gel, transferred to nitrocellulose membranes, and probed using p100/p52 (4882, Cell Signaling) and nuclear loading control TATA-binding protein (TBP) (N-12, Santa Cruz). Immunodetection was performed using the corresponding AlexaFluor-conjugated antibodies and the Odyssey Infrared Imaging System (LI-COR Biosciences). All images were converted to grayscale.

### *In vitro* proliferation measurements

Rat type II alveolar epithelial cell line RLE-6TN was obtained from ATCC and maintained at 37 °C 5% CO_2_ in DMEM (Invitrogen) with 4.5 g/l glucose and 2 mM L-glutamine, supplemented with 10% fetal bovine serum, 100 units/ml penicillin, and 100 µg/ml streptomycin. Cells were tested periodically for mycoplasma contamination using the Universal Mycoplasma Detection Kit (ATCC). Generation and validation of stable p52 over-expressing (RLE-p52) and control empty vector (RLE-EV) cells are described elsewhere^19^. RLE-EV and RLE-p52 cells were plated in 96 well plates for viability and BrdU incorporation measurements. 48 hours after plating, cells were incubated with BrdU for 4 hours, and BrdU incorporation was measured using the chemiluminescent BrdU Cell Proliferation ELISA (Roche). To ensure plating of equal numbers of cells, viability of RLE-EV and RLE-p52 cells was measured on the same day as a surrogate for cell number using the CellTiter-Glo Luminescent Cell Viability assay (Promega) according to the manufacturer’s protocol.

### Microarray gene expression analysis

The RNeasy Mini kit (Qiagen) was used to isolate whole lung RNA from the lungs of CCSP-p52 and WT mice treated with dox for 1 week and with or without intratracheal LPS administration, which was performed as part of a separate study [described in ref.^19^]. To minimize the effects of mouse-to-mouse-variability, RNA was pooled from 3 mice for each sample, resulting in a total of 8 samples (2 WT dox only, 2 WT with LPS, 2 CCSP-p52 dox only, 2 CCSP-p52 with LPS). RNA quality control, hybridization to the Affymetrix Mouse Gene 1.0 ST array, and array scanning were performed by the Vanderbilt Technologies for Advanced Genomics (VANTAGE) Core. Expression data have been deposited in Gene Expression Omnibus (Accession # GSE71648).

The Robust Multichip Average method^46^ implemented in R package “oligo” (v1.28.3)^47^ was employed to normalize imported raw data. Probe sets interrogating control, unmapped, or intron sequences were ignored, leaving 79% of probe sets for a differential expression analysis. Linear models and empirical Bayes methods implemented in R package “limma” (v3.20.8)^48^ were applied to estimate log fold changes and p-values for the p52-vs-WT effect. Since samples with and without LPS stimulation were processed and microarray profiled at the same time, we assumed the random data variations were similar across all samples and built a linear model across the eight samples accounting for both p52 and LPS experimental factors^49^. The coefficient (estimated log fold change) and p-value associated with the p52 factor were retrieved for the selection of differentially expressed genes. This method enabled us to isolate the specific effects of p52 and LPS, allowing us to focus only on genes changed by p52 over-expression and effectively giving us 4 samples per group (12 mice per group) for our gene expression comparisons. 

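The genes that were higher with p52 in lungs without LPS were on balance not higher with p52 in lungs with LPS. With LPS, the p52 logFC was 0.12 (standard error 0.21, n = 2 pools per group) for Ect2, -0.24 (0.22) for Top2a, 0.03 for Dtl, 0.04 for Mcm6, -0.15 for Tnip3 and -0.07 for Saa3. Over 88 genes of the S phase and of the G2 and M phases together, the median was 0.242 without LPS, with 78 genes positive, -0.025 with LPS, with 35 positive, and 0.110 in the additive model, with 72 positive. The LPS effect on the same genes had a median of 0.54, with 77 positive. The p52 values with LPS depended on single pools. For the G2 and M phase genes the mean difference from the WT dox pools was 1.03 in CCSP-p52 LPS pool 1 and 0.97 in WT LPS pool 1. It was 0.52 in CCSP-p52 LPS pool 2 and 0.76 in WT LPS pool 2. Of the 111 genes higher at the study's cut-off without LPS, 51 had a positive logFC with LPS and 6 were also higher at the cut-off with LPS, where independent lists would share 1.31.

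With LPS, 222 genes were higher and 224 lower at the cut-off. The difference between the p52 effects with and without LPS passed adjustment for no gene with limma, and 1049 genes had an unadjusted p under 0.05 for it. That count is close to a share of 0.05 of the 18820 genes, which chance alone would give. For the G2 and M phase list that difference had a median of -0.50 (adjusted p = 4.4e-12, camera with a preset correlation; adjusted p = 0.97 with an estimated correlation), and for the 88 genes together -0.35. Across 18820 genes, which are not independent replicates, the p52 logFC with LPS and without LPS, from separate arrays, had Pearson's r = -0.093 and Spearman's rho = -0.15. Pearson's r was -0.027 without CCSP-p52 dox pool 2, 0.0021 without WT LPS pool 1, -0.17 without WT LPS pool 2 and -0.021 without CCSP-p52 LPS pool 2.

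The arrays with LPS differed more among themselves. CCSP-p52 LPS pool 2 showed a median of 66.6% of the log2 LPS response of the other 3 LPS pools over 291 genes that LPS raised most and of 50.7% over 701 genes that it lowered most. Without that pool the median difference for the 88 genes was -0.11. It was -0.59 without CCSP-p52 LPS pool 1 and -0.22 without WT LPS pool 1. The count of 222 rose without WT LPS pool 2, CCSP-p52 LPS pool 1 or CCSP-p52 LPS pool 2, and most without CCSP-p52 LPS pool 1. Each of these fits leaves 1 pool in a condition. The 88-gene median of the additive model was 0.071 without WT dox pool 2 and 0.17 without WT LPS pool 1. It was 0.064 without CCSP-p52 LPS pool 1 and 0.23 without CCSP-p52 LPS pool 2.

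**Figure D3:**
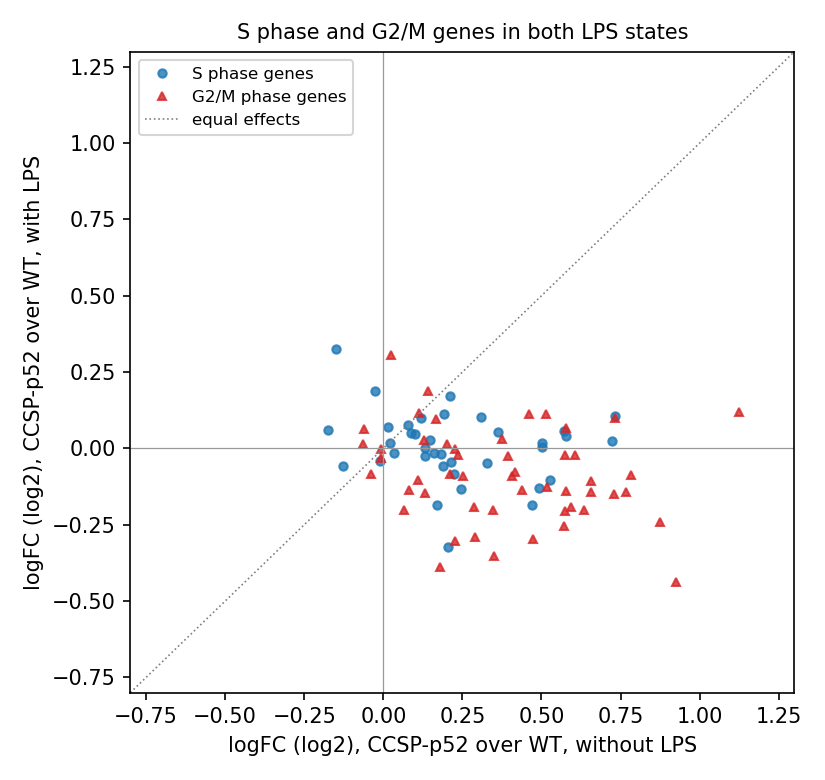
The p52 logFC of each of the 88 genes in lungs without LPS (horizontal axis) and with LPS (vertical axis), with S phase genes as circles, G2 and M phase genes as triangles and a dotted line where both are equal. Most points lie to the right of 0 on the horizontal axis and around 0 on the vertical axis, with medians of 0.242 and -0.025.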

When selecting top-ranking p52-induced genes, only probe sets mapped to known genes with positive expression changes were considered.

### Quantitative PCR

Quantitative real-time PCR was performed using Sybr Green PCR Master Mix (Applied Biosystems) and the following primer sets: Ccna2 F: AAGAGAATGTCAACCCCGAAAAA; R: ACCCGTCGAGTCTTGAGCTT (PrimerBank ID: 161353443c1), Top2a F: CAACTGGAACATATACTGCTCCG; R: GGGTCCCTTTGTTTGTTATCAGC (PrimerBank ID: 6755849a1), Ube2c F: CTCCGCCTTCCCTGAGTCA; R: GGTGCGTTGTAAGGGTAGCC (PrimerBank ID 21312888a1) and Gapdh (F: TGAGGACCAGGTTGTCTCCT R: CCCTGTTGCTGTAGCCGTAT)^50–52^. Expression values were normalized to Gapdh using the ΔCT method.

### Statistics

Unpaired student t-tests were performed for comparisons between two groups. Values are presented as the mean ± SEM, and p ≤ 0.05 was considered statistically significant. Data were analyzed using GraphPad Prism 5.0 software (GraphPad Software, Inc.). Analysis of transcriptomic data is presented below.

### Human lung cancer expression data analysis

Raw expression data for 513 lung adenocarcinoma patient samples, generated by the TCGA project, were accessed from the ICGC data portal (https://dcc.icgc.org/; release 17). The raw RSEM values^53^ were multiplied by 10^6^ to normalized values of Transcripts Per Million (TPM). Of these 513 samples, matched tumor samples and paracancerous normal samples were available for 54 patients. A paired t-test was performed for each gene, and the resultant p-values were adjusted to false discovery rates using the Benjamini-Hochberg method^54^.

Of the 513 lung adenocarcinoma samples, 437 primary lung adenocarcinoma samples had accompanying survival outcome data. In each survival analysis, samples were divided into two groups of equal sizes (termed high-expression and low-expression groups) by considering the collective expression of p52-associated genes. R package “survival” (v2.37-7)^55^ was employed to conduct survival analyses. In survival analyses, survival time values were truncated to 5 years (1825 days) to reflect 5-year survival rates.

For the BATTLE study analysis, global gene expression profiles of normal lung and lung adenocarcinoma, as assessed by Human Gene 1.0 ST microarrays (Affymetrix, Sta. Clara, CA), were retrieved from Gene Expression Omnibus series GSE43458^21,22^. Raw data were analyzed using Affymetrix Gene Expression and Transcriptome Analysis Consoles.

### Gene functional analysis

Functions enriched within p52-regulated genes were identified through a hypergeometric test with respect to GO terms^56^, using R package GOstats (v1.7.4)^57^. For each GO term, genes from the reference set of whole human genome protein-coding genes and the concerned set of p52-regulated genes were respectively identified, and a p-value indicative of enrichment significance was calculated and further adjusted to the FDR using the Benjamini-Hochberg method^54^. Resultant GO terms were pruned to lowest common ancestors according to the Biological Process semantic topology.

From the Human Protein Reference Database (HPRD, v9)^58^, a connected protein interaction network was derived that comprised 9,218 nodes and 36,728 edges. p52-regulated genes were mapped to this HPRD network, and then the Steiner minimal tree algorithm^59^ was implemented to retrieve the most parsimonious subnetwork that joined together the terminal genes.

## Electronic supplementary material

Supplementary Figures

# Supplementary material for: p52 expression enhances lung cancer progression
**Source:** Sci Rep. 2018 Apr 17;8:6078. doi: 10.1038/s41598-018-24488-8
**Supplement:** Supplementary file 1 — Supplementary Figures

**p52 expression enhances lung cancer progression**

Jamie A. Saxon, Hui Yu, Vasiliy V. Polosukhin, Georgios T. Stathopoulos, Linda A. Gleaves, Allyson G. McLoed, Pierre P. Massion, Fiona E. Yull, Zhongming Zhao, and Timothy S. Blackwell

**Supplementary Figure S1:**

**a.**

**b.**

**Supplementary Figure S1:** p52 expression does not affect urethane-induced inflammatory cell recruitment or formation of atypical adenomatous hyperplasia (AAH). A) Total inflammatory cells in BALs from WT and CCSP-p52 mice 10 days, 21 days (3 weeks), and 42 days (6 weeks) after urethane injection (10 and 21 day n=7-8 mice/group; 42 day n=22-24 mice/group). B) Average number of AAH lesions counted on lung sections from WT and CCSP-p52 mice 6 weeks after urethane (n=13-16 mice/group).

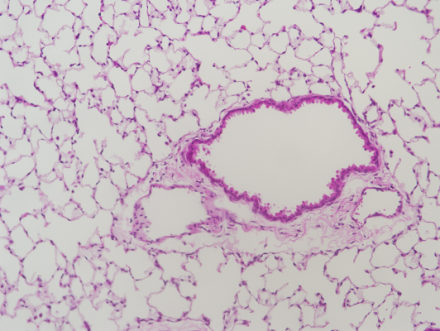

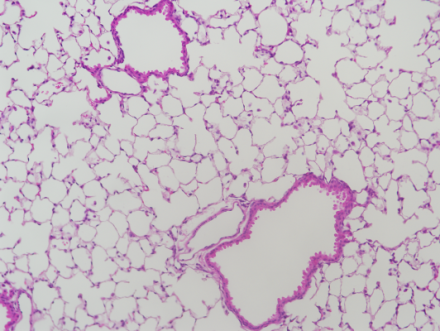

**p52**

**TBP**

**CCSP-p52**

**WT**

**Supplementary Figure S2:**

**a.**

**b.**

**c.**

**WT**

**CCSP-p52**

**Supplementary Figure S2:** Long-term p52 expression does not affect inflammatory cell recruitment or lung histology. A) Western blot demonstrating p52 transgene expression in lung nuclear protein from WT and CCSP-p52 mice on dox for 6 months. TBP was probed as a nuclear loading control. B) Total BAL inflammatory cell numbers and C) representative lung photomicrographs (20x magnification) from WT and CCSP-p52 mice (n=8 mice/group).

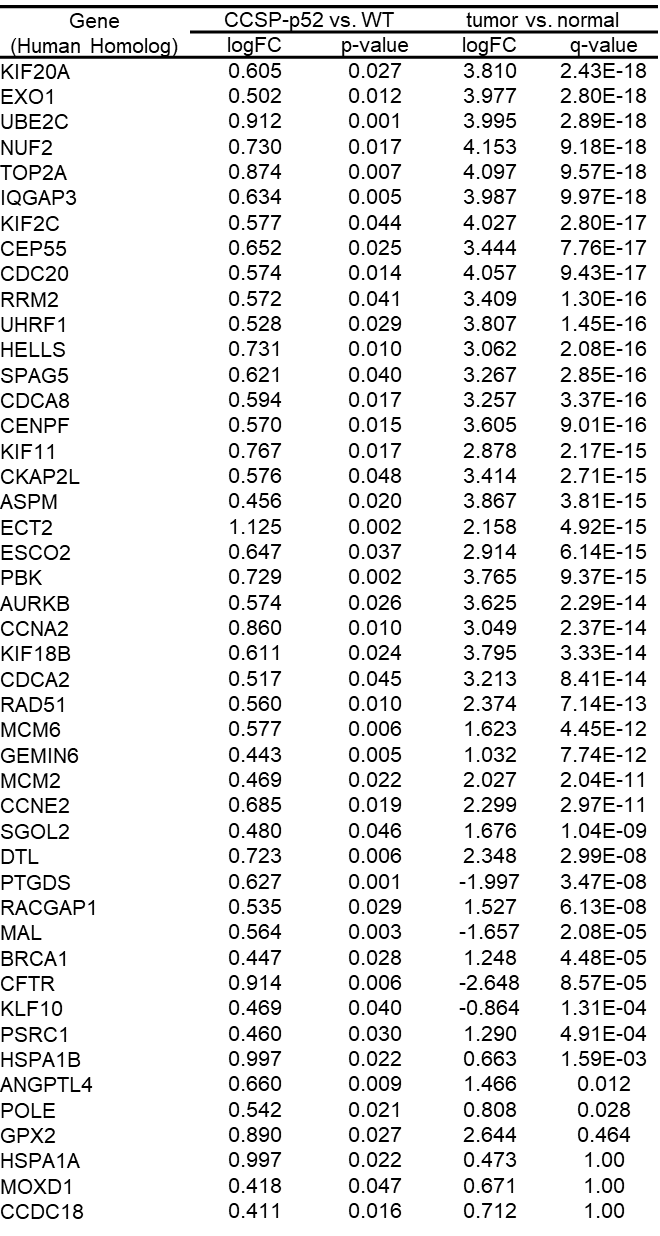

**Supplementary Table S1:**

| CRYGN | 0.421 | 0.037 | 282.976 | 1.00 |
| --- | --- | --- | --- | --- |
| MAGEB1 | 0.425 | 0.023 | 193.612 | 1.00 |
| LCN2 | 0.585 | 0.036 | 1.387 | 1.00 |
| HSPH1 | 0.689 | 0.033 | 0.379 | 1.00 |
| PAPPA2 | 0.608 | 0.007 | -176.187 | 1.00 |
| CTNND2 | 0.547 | 0.035 | -126.328 | 1.00 |
| CDKN1A | 0.432 | 0.025 | -0.415 | 1.00 |
| CYP2C8 | 0.417 | 0.022 | -106.253 | 1.00 |
| MAT1A | 0.409 | 0.031 | 0.815 | 1.00 |
| NFKB2 | 0.720 | 0.022 | 0.279 | 1.00 |
| GRIN2A | 0.416 | 0.012 | -70.563 | 1.00 |
| HIST1H2AA | 0.545 | 0.016 | 52.794 | 1.00 |
| TNIP3 | 2.112 | 0.003 | -0.598 | 1.00 |
| AREG | 0.565 | 0.012 | -0.599 | 1.00 |
| DIAPH3 | 0.441 | 0.025 | 0.303 | 1.00 |
| ADAMTS9 | 0.564 | 0.040 | -0.261 | 1.00 |
| YBX2 | 0.556 | 0.001 | 91.762 | 1.00 |
| ATF7IP2 | 0.443 | 0.025 | 0.167 | 1.00 |
| SLC26A4 | 1.295 | 0.020 | 0.262 | 1.00 |
| GIF | 0.485 | 0.003 | 35.537 | 1.00 |
| EPHA7 | 0.573 | 0.035 | -17.780 | 1.00 |
| TNFSF9 | 0.796 | 0.047 | 0.093 | 1.00 |
| ELOVL7 | 0.455 | 0.017 | -0.075 | 1.00 |
| RNASE2 | 0.742 | 0.031 | 1.143 | 1.00 |
| OR4K1 | 0.471 | 0.009 | 0.070 | 1.00 |

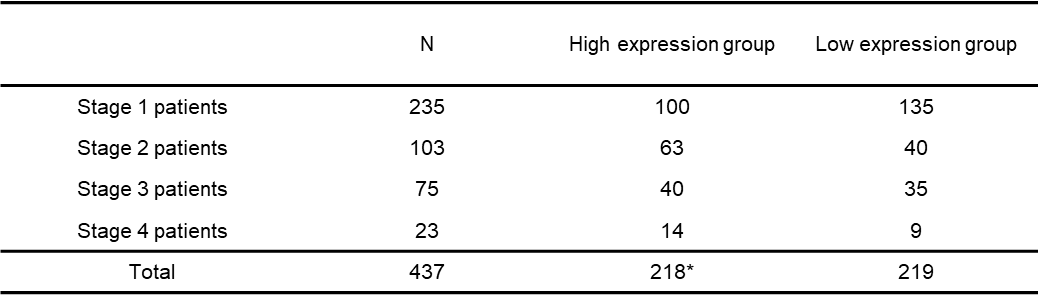

**Supplementary Table S2:**

*One sample in the high expression group had data for survival and expression but no stage information. This sample was included in overall analysis but not in stage-specific analysis.

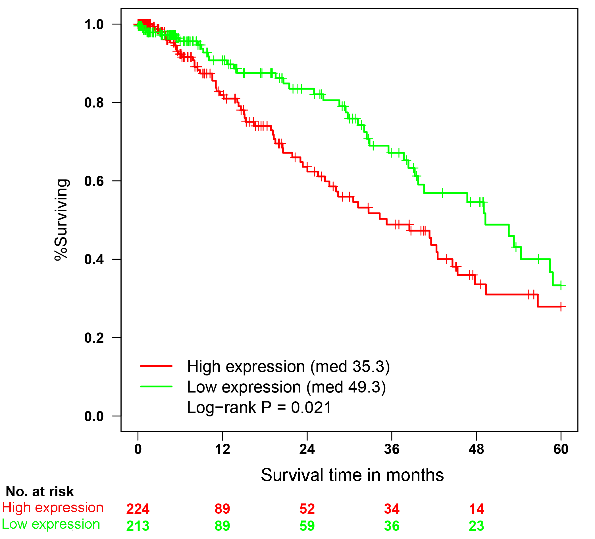

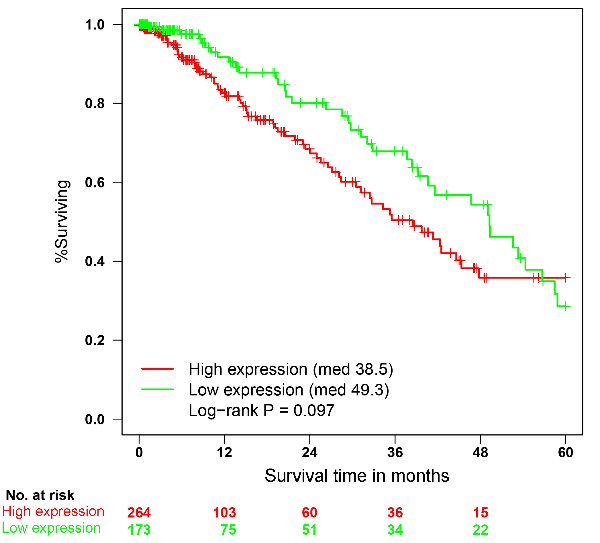

**Supplementary Figure S3:**

**B.**

**A.**

**Supplementary Figure S3:** Expression of p52-associated genes based on “voting” method correlates with poor patient outcomes. A) Kaplan-Meier survival curve of overall patient survival data divided based on expression “votes” of p52-associated genes (log-rank test, p=0.021). B) Kaplan-Meier survival curve of overall patient survival based on expression “votes” of imputed mediator genes (log-rank test, p=0.097).

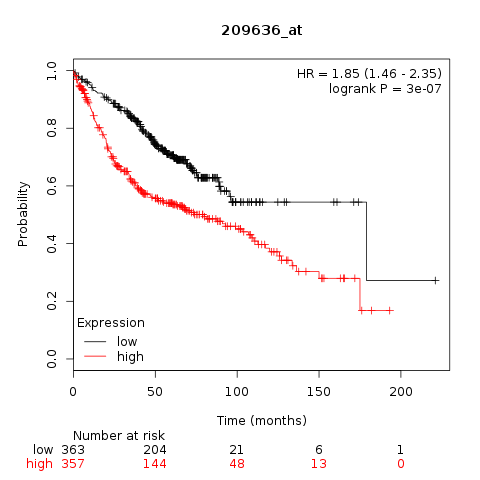

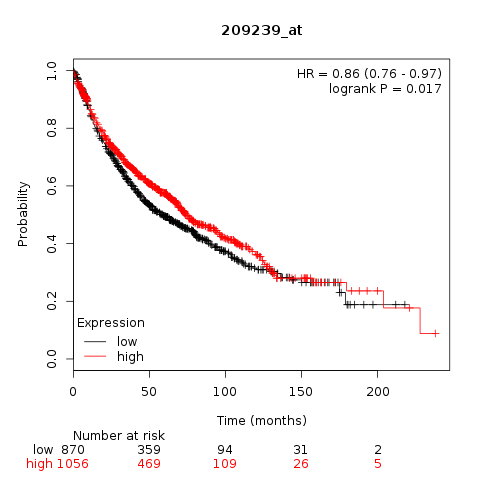

**Supplementary Figure S4:** p52 expression negatively impacts survival in human lung adenocarcinoma. Kaplan-Meier survival analysis of patients with lung adenocarcinoma (*n* = 720) stratified by (a) *Nfkb1* (encoding p50; optimal cut-off = 852 relative mRNA abundance units) and (b) *Nfkb2* (encoding p52; optimal cut-off = 65 relative mRNA abundance units) expression levels. Data were obtained from http://kmplot.com/ (Gyorffy B, Surowiak P, Budczies J, Lanczky A. Online survival analysis software to assess the prognostic value of biomarkers using transcriptomic data in non-small-cell lung cancer, PLoS One, 2013 Dec 18;8(12):e82241. doi: 10.1371/journal.pone.0082241).

**A**

**B**

**Supplementary Figure S4:**

v

v

How the deposited data were processed for this re-analysis (not part of the article)

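RNA of whole lungs was measured on 8 arrays, each the pooled RNA of 3 mice: 2 pools each of WT mice on dox, CCSP-p52 mice on dox, WT mice on dox with LPS and CCSP-p52 mice on dox with LPS. The authors made the deposited log2 values from Affymetrix Mouse Gene 1.0 ST arrays with the Robust Multichip Average in the R package oligo, which corrects the background, normalizes the arrays to 1 distribution and summarizes the probes of each probe set. The submitters' processing notes also name limma 3.20.8 for the tests. The scanner files were not used here, so the background correction and the summary could not be varied. The equalized distributions remove any difference in the overall level of RNA between lungs.

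Gene names came from the platform's probe table, brought to current symbols where the reference tables allowed. Whether that table is of the same version of the Mouse Gene ST array as the 1.0 version named in the paper was not settled here. Of 35556 probe sets, 23099 are in that table, 21218 (59.7%) have 1 symbol, 1881 have several and 12457 none. Only those with 1 symbol were tested and no gene is named from a probe set with several. The paper ignored control, unmapped and intron probe sets by an annotation not used here. For 1386 genes with more than 1 probe set, a gene counts as passing if any of its probe sets does, and a named value and a gene list take the probe set with the highest mean.

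The arrays were compared with R 4.3.3 and limma 3.58.1, by linear models and empirical Bayes moderation. The main comparison was the additive model of the study's methods, with p52 and LPS as factors over all 8 arrays. A 4-group model gave the p52 effect without LPS, with LPS and the difference between them. A gene was counted at the study's cut-off at a logFC of at least 0.41 and an unadjusted p of at most 0.05, and separately at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets tested. The additive and the 4-group comparisons, the alternatives and 43 gene lists were fixed before the data were examined, but Supplementary Table S1 had been read. That the passages describe the lungs without LPS first was decided after the values were seen, and the additive median of each list described is given as well.

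Gene lists were tested with camera, which compares the genes of a list with all others, at its preset correlation between genes, again with a correlation estimated from the arrays, and with fry, which tests whether the genes of a list move one way on balance. Adjustment was over the 43 lists within a comparison. The Gene Ontology test of Table 2 was not repeated here. Genes were named by rule: those the paper names, the genes of Supplementary Table S1 held as text, the 10 largest p52 effects each way at the study's cut-off with the same sign in both LPS states, the 10 largest LPS effects each way, and up to 4 genes of each list described, by p. Acta1, Krt5, Krt13 and the other genes named for WT LPS pool 2, Egr1, Apoe, Hp, Cbx5 and Ctcf, and Fkbp5 and Mt2 for LPS, were named after their values were seen.

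The steps were tested on simulated arrays with the means and spreads of the real ones. Of 67, 67 and 66 genes made higher in both LPS states by 0.5, 1 and 2 on the log2 scale, 77.6%, 100% and 100% were at the cut-off and 52.2%, 80.6% and 97.0% passed adjustment. A simulated list of 40 genes moved by 0.3 had a median of 0.31 and passed each of the 3 list tests, and a list not moved passed none. The real arrays differed: with an estimated correlation camera did not pass even the inflammatory genes raised by LPS (median 3.81, adjusted p = 0.46). A failure of that test on these arrays therefore does not decide whether a list moved. Simulations with a difference between pool numbers were added after the counts were seen. The alternatives were other sets of probe sets, another model, other moderation, array weights, renewed centring or normalization, the replicate number as a block, stricter thresholds, each LPS state alone, other list tests and each array left out in turn. Leaving out both second LPS pools was added after the data were seen. The deviations of same-numbered pools from their group means correlated at 0.13 to 0.36 over the 6 pairs of conditions, so the numbers were taken to pair the pools. This comes from the values alone and was settled after the counts with the block had been seen, and no source used here says what pools with the same number share.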

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

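The tests of CCSP-p52 LPS pool 2 as a source of the difference between the LPS states, of the tissue signal in WT LPS pool 2 and of single pools in lungs without LPS, the interval used for single pools over all 8 arrays, the interval of Xist and the comparison of splits by pool number, were chosen only after the results were seen.

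Genes of the cell cycle were higher in CCSP-p52 lungs, by a median of 0.110 over all 8 arrays and of 0.242 without LPS over 88 S phase and G2 and M phase genes. Genes of immature thymocytes, with a median of -0.0012 (95% interval -0.13 to 0.016), and of erythroid cells, at -0.018 (-0.15 to 0.050), lay below the value without LPS, which argues against thymus tissue or blood precursors in the samples as its source. With single arrays left out these medians were -0.14 to 0.058 and -0.16 to 0.11. That is wider than their intervals, so the intervals of list medians do not cover the error between pools. Other tissue lists moved with p52, and their bearing on the cell cycle genes was not tested. Mesothelium genes had a median of 0.22 in the additive model (adjusted p = 7.7e-04, camera, and 0.95 with an estimated correlation). Their list mean was 0.67 in CCSP-p52 LPS pool 2 and -0.16 to 0.21 on the other arrays. Cardiac and pulmonary vein muscle genes were at -0.35 without LPS (adjusted p = 0.046, camera, and 0.95 with an estimated correlation). For the 0.110 over all 8 arrays, an effect in LPS-treated lungs alone is argued against by 0.242 without LPS beside -0.025 with LPS, and for lungs without LPS a single pool by a lowest median of 0.219 (95% interval 0.16 to 0.31), without WT dox pool 2. Over all 8 arrays a single pool stays open: the median of 0.110 was 0.064 without CCSP-p52 LPS pool 1, with an interval of 0.039 to 0.10 that holds 0.055, the bound set for it. An effect of p52 on dividing cells is a hypothesis that these values leave open, with 2 pools per group. The list test does not pass with an estimated correlation. It does not pass for the inflammatory genes raised by LPS either (median 3.81, adjusted p = 0.46, camera), so its failure decides nothing here. The paper reports more BrdU incorporation in lung epithelial cells that express p52, which these arrays do not test.

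The p52 effect differed between the LPS states for 10 gene lists by camera's test of the difference, with LPS minus without, at a preset correlation and not with an estimated one (adjusted p = 0.97 for each). The median difference was -0.20 for the S phase, -0.50 for the G2 and M phases, -0.18 for the MCM and origin genes, -0.51 for the spindle, -0.53 for inflammatory cytokines, -0.34 for heat shock, 0.19 for immediate early genes, 0.43 for club cells, 0.41 for ciliated cells and -1.23 for skeletal muscle, whose list mean was 1.98 in WT LPS pool 2 and -0.22 to 0.17 on the other arrays. For the 88 cell cycle genes it was -0.35 over all arrays and -0.11 without CCSP-p52 LPS pool 2, so the weaker LPS response of that pool may account for much of it, although it was also -0.22 without WT LPS pool 1 and -0.59 without CCSP-p52 LPS pool 1. RNA of lungs without a response in that pool stays open: genes raised by LPS would need a share of 0.575 and genes lowered by it a share of 0.377, and the gap of 0.198 lies within the largest of the other 3 LPS pools, 0.361. A p52 effect that depends on LPS cannot be told apart from that pool here, since only 1 other pool has its condition.

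WT LPS pool 2 held transcripts of striated muscle and squamous epithelium, with 106 genes more than 1 log2 unit above every other array, where other arrays had 0 to 6. Of 28 genes of skeletal muscle, basal cells and the thyroid and oesophagus, 17 (60.7%) lay that far above, among them Krt4 by 6.62, Krtdap by 5.29, Sprr3 by 4.89 and Ckm by 1.96, and neck or oesophagus tissue dissected with the lungs is a candidate source. It stays open because 4 of 8 basal cell genes, no more than the bound set for each list, passed. The thyroid genes Tg and Slc5a5 were at -0.09 and -0.11, which gives no sign of thyroid tissue and does not bear on oesophagus. LPS exposure is argued against by a median of -0.032 for the 28 genes in WT LPS pool 1, beside 1.74 in WT LPS pool 2. The lung's own basal cells express part of the basal list, and no biological explanation other than LPS exposure was tested.

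LPS, which the paper does not analyse, left 2586 genes higher and 3963 lower at an adjusted p under 0.05 with limma. Of 18 splits of the arrays that keep the genotypes balanced, 1, the real one, gave 6545 genes, and the highest other gave 0; the splits are too few for a share under 0.05. For the p52 effect, 8 of 18 splits that keep LPS balanced gave at least the 49 genes of the real one, and the highest other, with 455, was the split by pool number, which points to a structure of the samples. With pool number as a replicate block the count was 52. Of the 8 splits that keep the pool numbers balanced in each LPS state, as the real one does, only the real one gave as many and the highest other gave 45, while 7 of the 10 that do not gave as many; these splits too are too few for a share under 0.05. A different sex make-up of the CCSP-p52 and WT pools stays open. The p52 logFC of Xist and the Y-linked genes was at most 0.134 in size in the additive model and in lungs without LPS. However, the 95% interval of Xist over all 8 arrays, -0.21 to 0.48, reaches past 0.41. Those of Kdm5d, Eif2s3y and Uty (-0.25 to 0.23, -0.27 to 0.13 and -0.26 to 0.16) do not. In lungs without LPS those of Xist, -0.55 to 0.31, and Kdm5d, -0.45 to 0.27, reach past 0.41 in size. With LPS Xist was at 0.39, with an interval of -0.038 to 0.82.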

How the results depend on the processing

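Leaving out both second LPS pools was chosen only after the data were seen. Over the alternatives, 205 of 268 values of the 13 main results, 1675 of 1816 values of named genes and 1493 of 1680 values of other lists kept their direction and their side of the threshold or stayed within the bounds set; of the rest, 51 of the main results' values moved, 10 were weaker and 2 reversed, 111, 27 and 3 of the genes' values were weaker, stronger and reversed, and 88, 39 and 60 of the lists'. Where no construction shows the cause, the cause was not tested. The number of pools, 2 per condition, limits every comparison, and a left-out array leaves 1 pool assumed to vary like the others. At equal spread such a fit also has a larger standard error, so a call lost there need not mean a changed effect.

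The main counts were 49 higher and 9 lower over all 8 arrays, 111 higher without LPS, 222 higher with LPS and 1 gene at an adjusted p under 0.05. In that order, all probe sets, named or not, gave 217, 73, 225, 1050 and 0, an unadjusted p of at most 0.01 gave 20, 1, 41 and 90 for the first 4, and a logFC of at least 0.585 gave 13, 3, 46 and 60. Array weights gave 105 and 49 for the first 2, without dim probe sets the first was 31, and the 4-group model with an averaged effect left 0 genes at an adjusted p. In the additive model the array weights were 7.01 for CCSP-p52 dox pool 1, 0.21 for CCSP-p52 LPS pool 2 and 0.62 to 1.73 for the others. The 4 arrays without LPS fitted alone gave 155 higher, 85 lower and 0 adjusted, and the 4 with LPS 144, 165 and 0, with the S phase list weaker at 0.016 and the G2 and M phase list reversed at -0.092. Without both second LPS pools the counts were 77 higher, 28 lower and 421 higher with LPS, where the LPS effect on the Nrf2 list reversed to -0.0069 and on the skeletal muscle list to -0.082.

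With an estimated correlation, and with fry, the calls of the S phase list (0.083 over all arrays, 0.19 without LPS) and the G2 and M phase list (0.16 and 0.38) were lost, while these medians do not depend on the test. Small medians changed sign under single settings: basal cells without LPS (-0.0040) to 0.0033 without dim probe sets, Nrf2 and type I cells without LPS to 5.5e-04 and 0.0012 with renewed quantile normalization, G1 genes with LPS exposure to 0.0021 with array weights and 0.011 with median centring, and immediate early genes with LPS exposure to 0.062, 0.011 and 0.025 with array weights, median centring and renewed quantile normalization.

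With single arrays left out, the counts ranged from 43 to 124 higher, 16 to 115 lower, 72 to 149 higher without LPS, 184 to 1657 higher with LPS, 0 to 1 at an adjusted p, and 0 to 79 for the difference between the LPS states. The S phase median ranged from 0.053 to 0.17, and the correlation of the p52 effects in the 2 LPS states from -0.17 to 0.0021. For p52 without LPS, list medians that changed sign ranged from -0.065 to 0.049 for lymphoid chemokines, -0.061 to 0.046 for basal cells, -0.16 to 0.16 for type II cells, -0.021 to 0.014 for type I cells, -0.41 to 0.090 for neutrophils, -0.14 to 0.058 for thymus, -0.16 to 0.11 for erythroid cells, -0.0093 to 0.038 for NF-kB, -0.12 to 0.22 for interferon, -0.15 to 0.19 for alveolar macrophages, -0.12 to 0.19 for monocytes, -0.35 to 0.28 for T and NK cells, -0.017 to 0.087 for plasma cells, -0.10 to 0.025 for dendritic cells, -0.19 to 0.11 for Y-linked genes, -0.37 to 0.13 for Xist, -0.034 to 0.12 for thyroid and oesophagus and -0.030 to 0.0041 for ribosomal proteins. Some lists not called over all arrays were called with single arrays left out, at a preset correlation: in the additive model heat shock at 0.093 without WT LPS pool 1, 0.076 without WT LPS pool 2 and 0.17 without CCSP-p52 LPS pool 2, immediate early genes at -0.16 without WT LPS pool 2 and -0.11 without CCSP-p52 LPS pool 2, and type II cells at 0.11 without CCSP-p52 LPS pool 1. With LPS they included the NF-kB genes (-0.37, -0.43 and 0.12) and club cells (0.58, 0.98 and -0.29) without WT LPS pool 2, CCSP-p52 LPS pool 1 and CCSP-p52 LPS pool 2, ciliated cells (0.50 and 0.29), B cells (-0.46 and -0.57) and fasting and glucocorticoid targets (0.19 and 0.35) without the first 2 of these, heat shock (-0.28) without CCSP-p52 LPS pool 1 and immediate early genes (0.20) without WT LPS pool 1. Genes that changed sign ranged from -0.081 to 0.022 (Rela), -0.12 to 0.026 (Scgb1a1) and -0.33 to 0.040 (Hp). For LPS exposure the ranges were -0.039 to 0.014 for G1 genes, -0.054 to 0.098 for immediate early genes, -0.024 to 0.096 for Nrf2, -0.058 to 0.097 for plasma cells, -0.046 to 0.25 for dendritic cells, -0.048 to 0.55 for skeletal muscle and -0.23 to 0.072 for adipose tissue.

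With pool number as a replicate block, 52 genes were higher over all 8 arrays, 131 without LPS, and 0 at an adjusted p. Apart from Nup62cl, Bpifa1 and Plk1, it brought Fkbp5 (0.65), Cr2 (-0.50) and Bank1 (-0.72) without LPS past the cut-off, and the lists of smooth muscle without LPS (-0.15) and B cells with LPS exposure (-0.54) past their threshold, and so, for p52 in lungs with LPS, those of B cells (-0.14) and of fasting and glucocorticoid targets (0.20), neither with an estimated correlation (adjusted p = 0.91 for both). With the block the calls of adipose tissue without LPS (-0.11) and oxidative phosphorylation with LPS exposure (0.13) were lost. Without the block and with single arrays left out, the adipose median without LPS ranged from -0.29 to -0.067. Among the named genes and lists run with the block, at a preset correlation, no other call changed; which other genes make up the moved counts was not followed.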

Differences from the paper's values

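No test in this part was chosen after the result was seen, apart from the comparison of other probe sets of Pappa2. The paper's logFC values are those of Supplementary Table S1, and the values beside them are from the additive model over all 8 arrays, on the same log2 scale. Most of the paper's values match the comparison without LPS instead, as given below. For the alternatives set before the data were examined, those under which the value came within the replicate error of the paper's are named, and under all others it did not. Array weights lean on CCSP-p52 dox pool 1 (weight 7.01), an array without LPS. They are therefore not a check apart from the comparison without LPS.

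For Lcn2 the paper's value is 0.585 and the value here 0.19, within the error under array weights (0.62) and over the 4 arrays without LPS fitted alone (0.58). For Hsph1 the paper's value is 0.689 and the value here 0.15, within it under array weights (0.44) and over the 4 arrays without LPS (0.69). For Tnip3 the paper's value is 2.112 and the value here 0.98, within it under array weights (1.79) and over the 4 arrays without LPS (2.11). For Grin2a the paper's value is 0.416 and the value here 0.065, within it under array weights (0.33) and over the 4 arrays without LPS (0.42). For Elovl7 the paper's value is 0.455 and the value here 0.15, within it under array weights (0.34) and over the 4 arrays without LPS (0.45).

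For Mat1a the paper's value is 0.409 and the value here 0.19, within the error under array weights (0.28), without WT LPS pool 1 (0.28), without CCSP-p52 LPS pool 1 (0.30) and over the 4 arrays without LPS (0.41). For Epha7 the paper's value is 0.573 and the value here 0.25, within it under array weights (0.41), without WT LPS pool 1 (0.38), without CCSP-p52 LPS pool 1 (0.44) and over the 4 arrays without LPS (0.57).

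Over the 4 arrays without LPS fitted alone, and under no other alternative, Diaph3 (the paper's value 0.441, here 0.10) came to 0.44, Ybx2 (the paper's 0.556, here 0.25) to 0.56, Slc26a4 (the paper's 1.295, here 0.38) to 1.30 and Cblif (the paper's 0.485, here 0.043) to 0.49. Pappa2 (the paper's 0.608, here 0.10) came within it under none, with 0.29 over the 4 arrays without LPS, and another of its probe sets had 0.61 in lungs without LPS. Of the 19 genes compared, 17 were within 0.001 of the paper's value over the 4 arrays without LPS. The median distance was 2.9e-04 there and 0.308 over all 8 arrays. For these 17 genes the paper's values are thus those of the comparison without LPS. Their distances from the additive model set unlike comparisons side by side.

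At the cut-off of a logFC of 0.41, 49 genes were higher here, at an unadjusted p of at most 0.05, where the paper has about 84 in Fig. 3A, read by eye. The count was within 1.5 times of the paper's under the 4-group model with an averaged effect (57), under array weights (105), without WT dox pool 1 (58), without CCSP-p52 dox pool 1 (61), without CCSP-p52 LPS pool 1 (124) and without CCSP-p52 LPS pool 2 (86), and it is 111 for lungs without LPS in the 4-group model. It was not with all probe sets (217), without dim probe sets (31), with 1 probe set per gene (43), a variance trend (49), robust moderation (49), median centring (48), renewed quantile normalization (45), the replicate block (52), without WT dox pool 2 (53), CCSP-p52 dox pool 2 (50), WT LPS pool 1 (50) or WT LPS pool 2 (43), at an unadjusted p of at most 0.01 (20), at a logFC of at least 0.585 (13), or over the 4 arrays without LPS (155) or with LPS (144) fitted alone.

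The paper lists Ccna2 among genes higher with p52; in the additive model its logFC was 0.36, not at the cut-off, and in lungs without LPS it was 0.86, at the cut-off. The paper also names Top2a, which was at 0.32 in the additive model, not at the cut-off, and at 0.87 in lungs without LPS, at the cut-off. For both genes the paper also reports higher levels with p52 by quantitative PCR of whole lung RNA. Its legend names dox treatment and no LPS, so the PCR is closer in setting to the comparison without LPS. In that comparison both genes were higher here too.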

Other observations

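The overlap of the genes higher with p52 with those higher with LPS, and the look at B cell and Y-linked genes, were chosen only after the results were seen. Transcripts of innate inflammation were far higher 48 hours after LPS. All 27 inflammatory cytokine, chemokine and acute phase genes rose at an adjusted p under 0.05 with limma, with a median logFC of 3.81 (adjusted p = 1.5e-21, camera with a preset correlation; adjusted p = 0.46 with an estimated correlation). The pattern receptor gene Clec4e had the largest logFC, 5.78 (standard error 0.28, adjusted p = 3.4e-05, 54.9-fold), followed by Acod1, which makes itaconate in macrophages, at 5.67 (0.31), and the neutrophil chemokine gene Cxcl2 at 5.64 (0.29). All 14 neutrophil genes rose, with a median of 3.63 (adjusted p = 2.8e-15, camera; adjusted p = 0.46 with an estimated correlation), among them S100a9 at 3.52 (standard error 0.14), and so did all 23 interferon response genes, with a median of 2.28 (adjusted p = 2.8e-18, camera; adjusted p = 0.46 with an estimated correlation). All members of these 3 lists also passed when adjusted over the list alone. Of 16 genes of monocytes and recruited macrophages, 15 rose and 1 (Apoe) fell, with a median of 1.91 (adjusted p = 6.0e-11, camera; adjusted p = 0.46 with an estimated correlation), and of 20 NF-kB genes 15 rose, with a median of 0.84 (adjusted p = 3.2e-08, camera; adjusted p = 0.55 with an estimated correlation).

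Genes of endothelial, alveolar type I and club cells fell with LPS. Of 15 endothelial genes, 14 fell, and 15 when adjusted over the list alone, with a median logFC of -0.83 (adjusted p = 1.5e-07, camera; adjusted p = 0.55 with an estimated correlation), among them the VEGF receptor gene Kdr at -1.42 (standard error 0.13) and Emcn at -1.05 (0.09). Of 10 genes of alveolar type I cells, 9 fell, with a median of -0.79 (adjusted p = 4.6e-04, camera; adjusted p = 0.55 with an estimated correlation), and of 13 club cell genes 9 fell and 1 (Hp) rose, with 11 lower and 1 higher when adjusted over the list alone and a median of -1.06 (adjusted p = 0.0085, camera; adjusted p = 0.58 with an estimated correlation). Of 15 secretory and goblet cell genes, 5 (Pigr, Slc26a4, Ltf, Tff2 and Muc5ac) rose and none fell, with a median of 0.35 (adjusted p = 0.011, camera; adjusted p = 0.55 with an estimated correlation; 0.26, with the call lost, without WT LPS pool 2, and 0.71 without WT LPS pool 1). Of 14 type II cell genes 2 rose and 4 fell, with a median of -0.086 (adjusted p = 0.64, camera). The largest falls were in the lectin receptor gene Cd209a, at -2.81 (standard error 0.22), and among them were Wif1, a secreted Wnt inhibitor, at -2.54 (0.16) and Aplnr, the apelin receptor gene of capillaries, at -2.41 (0.12). Cell cycle genes rose: 24 of 37 S phase genes (26 when adjusted over the list alone), with a median of 0.44 (adjusted p = 9.7e-08, camera; adjusted p = 0.55 with an estimated correlation), and 34 of 51 G2 and M phase genes (38 over the list alone), with 2 (Cbx5 and Ctcf) lower and a median of 0.64 (adjusted p = 2.9e-09, camera; adjusted p = 0.55 with an estimated correlation). Fry, which asks only whether a list moves one way, gave an adjusted p of 0.021 and 0.037 for these 2 lists.

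Of the 111 genes higher with p52 in lungs without LPS at the study's cut-off, 57 were higher and 8 lower with LPS at an adjusted p under 0.05, where independent lists would share 15.3 and 23.4. Both estimates use the arrays without LPS, although in this balanced design their chance values are uncorrelated at equal spread, and a gene with a small spread passes both tests more easily, so the excess is not a measure of a shared effect. Tnip3 and Saa3 were among these genes, with a logFC for LPS of 2.54 and 5.11.

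Targets of fasting and glucocorticoid signals were higher on balance in both comparisons, which no test here sets against each other: with LPS 7 of 13 rose, and 9 when adjusted over the list alone, with a median of 1.23 (adjusted p = 6.5e-06, camera; adjusted p = 0.46 with an estimated correlation; 0.80 without WT LPS pool 2), and with p52 in the additive model 1 (Fkbp5) was at the study's cut-off, none passed when adjusted over the list alone, and the median was 0.34 (adjusted p = 1.6e-06, camera; adjusted p = 0.55 with an estimated correlation). Mt2 rose with LPS by a logFC of 3.33 (standard error 0.10, adjusted p = 3.9e-06), and Fkbp5, a glucocorticoid target, by 1.92 (0.19), with a p52 logFC of 0.56 (0.19) in the additive model.

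Of 11 B cell genes, none had a positive p52 logFC without LPS, 2 (Pax5, -0.47, and Blk, -0.43) were lower at the cut-off and none passed when adjusted over the list alone. The median of these B cell genes was -0.45 (adjusted p = 1.9e-08, camera; adjusted p = 0.74 with an estimated correlation), and -0.24 without WT dox pool 1, -0.70 without WT dox pool 2, -0.68 without CCSP-p52 dox pool 1 and -0.29 without CCSP-p52 dox pool 2. In the additive model it was -0.30, with none positive and 1 (Fcer2a) lower at the cut-off (adjusted p = 1.3e-06, camera; adjusted p = 0.95 with an estimated correlation), and with LPS it was -0.14, with none positive (adjusted p = 0.22, camera). The list mean was lower in each CCSP-p52 pool than in the WT pool of the same number: -0.24 and -0.73 beside 0.30 and -0.30 on dox, and -0.47 and -1.13 beside -0.28 and -0.83 with LPS. With pool number as a replicate block Cr2 (-0.50) and Bank1 (-0.72) were also lower at the cut-off without LPS, and with LPS the list passed with a preset correlation (adjusted p = 0.0019, camera) and not with an estimated one (adjusted p = 0.91). Without the block, Pax5 did not pass without WT dox pool 1 (-0.29), CCSP-p52 dox pool 1 (-0.54) or CCSP-p52 dox pool 2 (-0.40), and Blk not without WT dox pool 1 (-0.30) or CCSP-p52 dox pool 2 (-0.29).

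The Y-linked genes Kdm5d and Uty were lower in lungs with LPS, by a logFC of -0.68 (adjusted p = 0.0022) and -0.65 (adjusted p = 0.0015), while Eif2s3y was at -0.20 (adjusted p = 0.11) and Xist at -0.23 (adjusted p = 0.27). A pool of 3 mice cannot hold both sexes in equal number.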
